# Enhancing WNT Signaling Restores Cortical Neuronal Spine Maturation and Synaptogenesis in *Tbr1* Mutants

**DOI:** 10.1016/j.celrep.2020.03.059

**Published:** 2020-04-14

**Authors:** Siavash Fazel Darbandi, Sarah E. Robinson Schwartz, Emily Ling-Lin Pai, Amanda Everitt, Marc L. Turner, Benjamin N.R. Cheyette, A. Jeremy Willsey, Matthew W. State, Vikaas S. Sohal, John L.R. Rubenstein

## Abstract

*Tbr1* is a high-confidence autism spectrum disorder (ASD) gene encoding a transcription factor with distinct pre- and postnatal functions. Postnatally, *Tbr1* conditional knockout (CKO) mutants and constitutive heterozygotes have immature dendritic spines and reduced synaptic density. *Tbr1* regulates expression of several genes that underlie synaptic defects, including a kinesin (*Kif1a*) and a WNT-signaling ligand (*Wnt7b*). Furthermore, *Tbr1* mutant corticothalamic neurons have reduced thalamic axonal arborization. LiCl and a GSK3β inhibitor, two WNT-signaling agonists, robustly rescue the dendritic spines and the synaptic and axonal defects, suggesting that this could have relevance for therapeutic approaches in some forms of ASD.

## In Brief

Fazel Darbandi et al. demonstrate that TBR1 directly regulates transcriptional circuits in cortical layers 5 and 6, which promote dendritic spine and synaptic density. Enhancing WNT signaling rescues dendritic spine maturation and synaptogenesis defects in *Tbr1* mutants. These results provide insights into mechanisms that underlie ASD pathophysiology.

## INTRODUCTION

Autism spectrum disorders (ASDs) are defined by deficits in social interaction and abnormalities in language development and repetitive behavior. Considerable genetic and phenotypic heterogeneity has complicated efforts to understand the underlying biology of ASD. However, recent progress in the genomics of ASD has revealed more than 65 high-confidence ASD (hcASD) risk genes (Sanders et al., 2015). Systems analyses suggest that expression of ASD risk genes have important functions in mid-fetal deep-layer cortical excitatory neurons and that disruption may contribute to ASD pathophysiology (Willsey et al., 2013). Among these ASD genes, analysis of the *Tbr1* transcription factor (TF) is attractive, as it opens the possibility of defining a transcriptional pathway that includes other ASD genes.

*Tbr1* has a central role in the development of mouse early-born excitatory cortical neurons. *Tbr1* expression, which begins in newborn neurons, dictates layer 6 identity (Bedogni et al., 2010; Bulfone et al., 1998; Hevner et al., 2001, 2003; McKenna et al., 2011). Using *Tbr1^layer6^* conditional knockouts (CKOs), we recently demonstrated that neonatal *Tbr1* function in layer 6 is required for maintaining corticothalamic identity and synaptogenesis (Fazel Darbandi et al., 2018).

Here, we delved deeper into *Tbr1*’s function in synaptogenesis in several ways. First, we identified convergent synaptic pheno-types in *Tbr1^layer5^* and *Tbr1^layer6^* CKOs and *Tbr1^constitutive^* (*Tbr1*^+/−^) mutants, including a defect in the formation of mature dendritic spines. Next, we used single-cell RNA sequencing (scRNA-seq) of *Tbr1^layer5^* mutant medial prefrontal cortex (mPFC) neurons and identified *Tbr1*-regulated genes that impact synapse formation in layer 5, including a kinesin motor protein (*Kif1a*) and genes in the WNT-signaling pathway (*Gsk3β*, *Ctnnb1*, and *Wnt7b*). We also identified a number of *Tbr1*-regulated ASD genes in the layer 5 neurons of the mPFC, including *Ank2*, *Ap2s1*, *Ctnnb1*, *Dpysl2*, *Map1a*, *Rorb*, *Smarcc2*, and *Gsk3β*. Finally, we found that LiCl, a drug approved by the US Food and Drug Administration, and a GSK3β inhibitor (SB216763; Sigma-Aldrich) that promotes WNT signaling rescue the spine and synaptic defects in adult *Tbr1^layer5^*, *Tbr1^layer6^*, and *Tbr1^constitutive^* (*Tbr1*^+/−^) mutants. Lastly, *Tbr1^layer5^* mutants exhibit decreased social interactions with young mice, a phenotype that is rescued with LiCl treatment. The LiCl results suggest an important and novel biological mechanism underlying ASD that may have implications for the treatment of patients with *TBR1* mutations and, potentially, other individuals with ASD or related neurodevelopmental disorders.

## RESULTS

### *Tbr1* Regulates Genes Involved in Cytoskeletal Dynamics and Synaptogenesis in Layer 5 Pyramidal Neurons of Neonatal mPFC

In the frontal and motor cortex, *Tbr1* is expressed in most excitatory neurons in layers 5 and 6, whereas layer 5 expression in other cortical regions is limited to a minority of neurons (Bulfone et al., 1995). Here, using a floxed allele, we selectively eliminated *Tbr1* in cortical layer 5 pyramidal neurons around postnatal day (P)0 using *Rbp4-cre* ~8 days after *Tbr1* expression begins. We refer to these mice as *Tbr1^layer5^* CKOs.

We focused on *Tbr1* function in the developing prefrontal cortex (PFC), a region that is implicated in ASD (Willsey et al., 2013). To overcome the limitations caused by cellular heterogeneity of batch RNA sequencing (RNA-seq) (*Tbr1* is expressed in ~60% of layer 5 pyramidal neurons at P5 and ~85% at P21; Figures S1A and S1B), we generated scRNA-seq data from fluorescence-activated cell sorting (FACS) of layer 5 neurons isolated from P5 mPFC (Figure 1). 

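tdTomato-positive cells of the P5 mPFC were captured with the 10X Chromium Single Cell 3′ v2 kit, which counts the 3′ ends of transcripts, and 1 library was made for each of the 3 genotypes. A cell-to-cell test cannot stand in for replicate libraries, so no test between genotypes was run, and no value below has a replicate error. The deposited matrices hold the unique molecular identifiers (UMIs) that the authors counted on each gene with Cell Ranger 2.0.1 in every barcode, cells and empty droplets alike, without normalization. Over all barcodes the wild-type library has 55057757 UMIs, the *Tbr1 layer5* heterozygous library 34906481 and the homozygous library 33322518. The paper states sequencing depth in reads per cell, whereas the values here use UMIs. Another deposited table gives the raw UMIs of the cells that passed the limits of the authors on mitochondrial share, UMIs and genes. The table named as raw counts of neuronal cells holds the natural log of 1 plus UMIs per 10000 UMIs of the cell and was used here only to identify cells and genes. For each library the raw UMIs of a gene were summed over the cells that the authors kept as typical neuronal cells and divided by all UMIs of those cells, mitochondrial and ribosomal genes included, to give CPM, the UMIs of the gene per 1000000 UMIs. Libraries were compared as log2 ratios of CPM. The 95% intervals are exact, Poisson for a sum and conditional binomial (Clopper-Pearson) for a ratio, and they cover counting error only. The main choices of cells, scaling, genes and comparisons, with their alternatives, were made before the data were examined. Subtraction at a smaller ambient share was added after the results were seen. So were further comparisons, which the additional observations name as chosen later.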

We studied the transcriptomic changes from *Tbr1*^*wild-type*^, *Tbr1^layer5^* heterozygous and homozygous CKO cells using the 10X Genomics platform (GenBank GEO: GSE146298).

To identify genotype-dependent gene expression changes, we used a t-distributed stochastic neighbor embedding (t-SNE) dimensionality reduction followed by differential expression (DEX) analysis to identify neuronal cells (Figures 1A and S2). We captured 11,070 cells and 7,174 genes from *Tbr1^wild-type^* (n = 1,778 cells), *Tbr1^layer5^* heterozygous (n = 5,357 cells), and *Tbr1^layer5^* homozygous (n = 3,935 cells) mutant mPFCs that were used for downstream analysis (Figure S2). 

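The filtered table holds 4955 cells of the wild-type library, 6862 of the heterozygous library and 5579 of the homozygous library. Its shallowest cell had 1533 UMIs in the wild-type library, 1188 in the heterozygous library and 1039 in the homozygous library. The typical neuronal cells carry 3670646 UMIs in the wild-type library, 10418228 in the heterozygous library and 6074494 in the homozygous library. Median depth fell from 1901 UMIs per wild-type cell to 1743 per heterozygous and 1375 per homozygous cell, and the median number of genes was 875.5, 837 and 713 in the same order. Mitochondrial genes took a median of 10.4% of the UMIs of a wild-type cell, 15.4% of a heterozygous cell and 12.5% of a homozygous cell. Filtered cells that are not neuronal by the grouping of the authors number 2873 in the wild-type library, 1398 in the heterozygous library and 1182 in the homozygous library. When the stated limits on mitochondrial share, UMIs and genes were applied to every barcode instead of the filtered table, 14054 wild-type, 10252 heterozygous and 7981 homozygous barcodes passed.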

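The cells that the authors set apart from the typical neuronal cells number 304 in the wild-type library, 107 in the heterozygous library and 462 in the homozygous library. Low excitatory markers were the paper's reason for setting these clusters apart, so lower *Neurod6* and *Nrgn* are no independent check. From typical to atypical cells, *Neurod6* CPM fell by 2.00 on the log2 scale (95% interval −2.54 to −1.50) in the wild-type library, and the log2 ratio was −2.41 (−3.47 to −1.53) in the heterozygous and −2.12 (−2.61 to −1.68) in the homozygous library. The ratio rests on 34, 10 and 41 *Neurod6* UMIs in the atypical cells. For *Nrgn* the log2 ratio was −1.80 (−1.97 to −1.64) in the wild-type library and −1.33 (−1.44 to −1.23) in the homozygous library, but 0.19 (0.06 to 0.32) in the heterozygous library, where 509 *Nrgn* UMIs were counted in the atypical cells. *Eef1a1* was higher in atypical cells of each library, with log2 ratios of 0.44, 0.29 and 0.43, and *Tpt1* by 0.19, 0.31 and 0.20 in the same order. The 82 ribosomal protein genes summed were higher by 0.13, 0.12 and 0.25. *Gapdh* was lower in the heterozygous and homozygous libraries, with log2 ratios of −0.34 (−0.59 to −0.11) and −0.18 (−0.31 to −0.05), and its wild-type ratio of −0.10 (−0.21 to 0.02) was not distinguishable from 0. The ratio of *Actb* was 0.02 (−0.03 to 0.08) in the wild-type library, −0.27 (−0.37 to −0.17) in the heterozygous library and 0.12 (0.07 to 0.17) in the homozygous library. With every cell thinned to 1000 UMIs, the ratio of *Nrgn* in the homozygous library was −1.19, the furthest that this alternative moved a ratio beyond its interval.

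**Figure D1:**
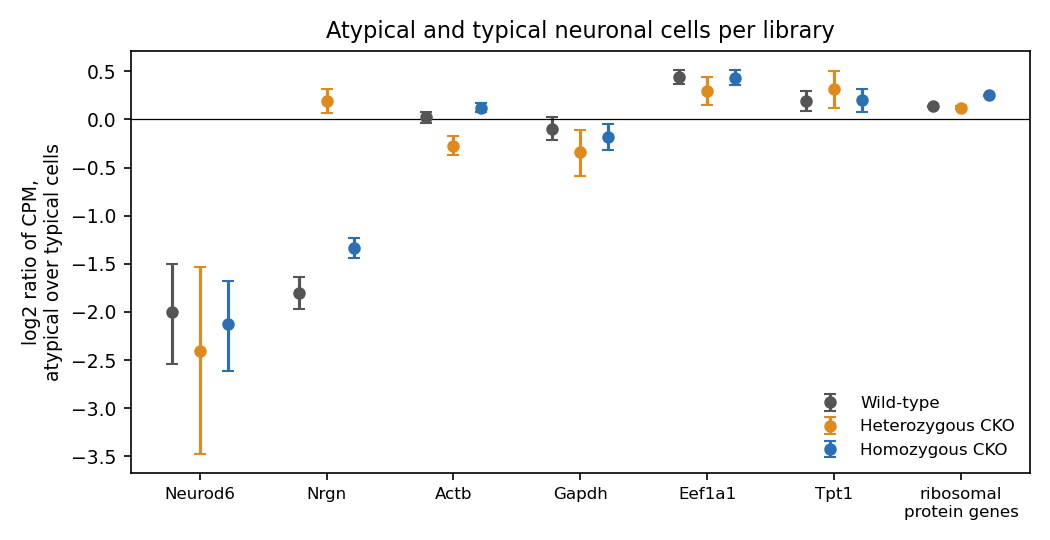
Log2 ratio of CPM in atypical over typical neuronal cells for each library, with 95% intervals from counting error, for *Neurod6*, *Nrgn*, the housekeeping genes *Actb*, *Gapdh*, *Eef1a1* and *Tpt1*, and the summed ribosomal protein genes. *Nrgn* lies below 0 in the wild-type and homozygous libraries and above 0 in the heterozygous library.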

We excluded 873 cells classified as atypical neuronal cells, with lower expression levels of *Neurod6* and *Nrgn* (two excitatory neuronal markers; Figures S3A and S3D) and high levels of housekeeping genes, from DEX analyses (gray cells in Figure 1A). 

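How far the cells of the 3 libraries mix was measured without t-SNE. Each typical neuronal cell was thinned to 767 UMIs of the 7174 neuronal genes, so that depth over these genes was equal. From each library 1777 cells were drawn, placed on 20 principal components of these genes and compared with their 30 nearest neighbors. Thinning left out 1 wild-type, 195 heterozygous and 906 homozygous cells with fewer UMIs of the neuronal genes. With complete mixing, 1 in 3 neighbors come from the library of the cell itself. The mean share was 0.521, and over 6 draws of cells it ranged from 0.507 to 0.528. Among the neighbors of wild-type cells, a share of 0.652 were wild-type. Neighbors of heterozygous cells were heterozygous at a share of 0.458, homozygous at 0.400 and wild-type at 0.142. For homozygous cells these shares were 0.454 homozygous, 0.383 heterozygous and 0.163 wild-type. Without the genes of Tables S1 and S2 the mean share of neighbors from the own library was 0.345, and without thinning it was 0.628. The genes of these tables are abundant and were picked from the same cells as different between genotypes. A fall on their removal was thus built in. Barcodes with at least 100 and fewer than 500 UMIs, taken as empty droplets, were thinned to 400 UMIs of all genes. Their mean share was 0.427, against 0.383 for typical neuronal cells thinned to the same number.

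**Figure D2:**
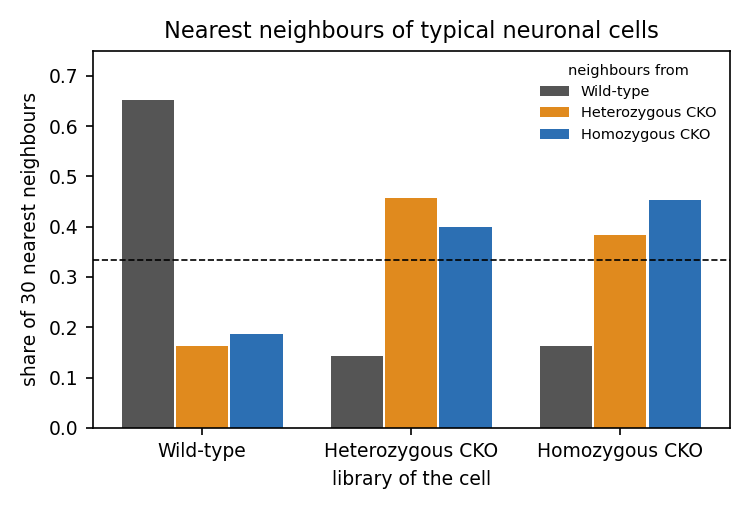
Share of the 30 nearest neighbors of a typical neuronal cell that come from each library, by the library of the cell, after thinning to 767 UMIs of the neuronal genes. The dashed line marks 1 in 3, the share with complete mixing; neighbors of wild-type cells are mostly wild-type, whereas heterozygous and homozygous cells share many neighbors.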

The t-SNE plot demonstrated clear separation between *Tbr1^wid-type^* and *Tbr1^layer5^* CKOs (Figure 1A). 

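Log2 ratios of CPM against the wild-type library were computed for the 4038 neuronal genes with a mean of at least 20 CPM. Their median was 0.09 in the homozygous and 0.07 in the heterozygous library, with an SD across genes of 0.29 and 0.35. Across these genes, which are not independent replicates, the homozygous and heterozygous ratios had a Pearson r of 0.75 and a Spearman rho of 0.805, and 82.2% of genes had the same sign in both. Both ratios share the wild-type library as denominator, so libraries with no genotype effect were simulated. Counting noise alone gave a median r of 0.68 (range 0.648 to 0.706) with an SD of 0.14 and 0.13. An independent offset per gene in each library, with an SD of 0.206, gave a median r of 0.53 (range 0.501 to 0.559). The share of genes with the same sign in both ratios was 73.8% with counting noise alone and 67.6% with the offset. The alternative that moved r most was the use of cells with an *Xist* UMI and no Y-linked UMI, 36 wild-type, 60 heterozygous and 27 homozygous cells, with an r of 0.488. For the 1093 genes with a mean of at least 100 CPM, r was 0.884. In barcodes with at least 100 and fewer than 500 UMIs, taken as empty droplets, the homozygous over wild-type ratio of a gene followed that in typical neuronal cells with an r of 0.773, and the heterozygous over wild-type ratio with an r of 0.829.
The paper tested cells with MAST on raw UMI counts, whereas libraries are compared here without a test. Of the 469 genes to which Table S1 gives a signed fold change, 464 had the same sign in the homozygous over wild-type ratio, and of 309 in Table S2, 308 had it in the heterozygous over wild-type ratio. With mean raw UMIs per cell in place of CPM, the tally for Table S1 was 377. The same 3 libraries gave both the tables and these ratios, so the tallies are no replicate check. Among all genes with a mean of at least 100 CPM that moved the same way in both mutant libraries, *Gm10260*, *Ncs1*, *Capza2* and *Calm2* were among those that rose most. The log2 ratio of *Gm10260* was 1.12 (95% interval 1.02 to 1.23) in the homozygous and 1.55 (1.45 to 1.65) in the heterozygous library, and that of *Ncs1* was 1.22 (1.06 to 1.38) and 1.11 (0.96 to 1.27). For *Capza2* it was 0.84 and 0.91. In the 42 wild-type and 151 homozygous cells with a Y-linked UMI and none of *Xist*, *Gm10260* was at −0.09 (−0.56 to 0.40). The largest falls were in *Ptgds*, *Gm42418*, *Rps12*, *Malat1* and *Rpl39*. *Ptgds* had a log2 ratio of −2.93 (−3.14 to −2.72) in the homozygous and −3.50 (−3.70 to −3.31) in the heterozygous library, and *Gm42418* had −1.79 and −1.24. The ratios of *Gm42418* became −0.79 and −0.21 after subtraction of the empty-droplet profile, and −1.61 and −0.91 when a smaller ambient share was subtracted. *Rps12* fell by 1.03 and 1.00, *Malat1* by 0.93 and 1.70, and *Rpl39* by 0.79 in both. With the atypical cells included, the ratios of *Malat1* were −1.87 and −2.86. For *Ptgds* and *Malat1*, subtraction of the empty-droplet profile left no wild-type UMIs and so gave no ratio. The smaller share was not run for these genes. Of the genes that Table S3 ranks first by its homozygous values, *Nrgn* rose by 0.69 (0.64 to 0.73) and 0.29 (0.24 to 0.33), the latter at −0.14 (−0.42 to 0.15) in cells with *Xist*, at −0.01 after the subtraction and at 0.13 when a smaller ambient share was subtracted. *Snrpn* rose by 0.51 and 0.46, whereas *Hsp90ab1* fell by 0.56 and 0.45 and *Tpt1* by 0.54 and 0.44.

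**Figure D3:**
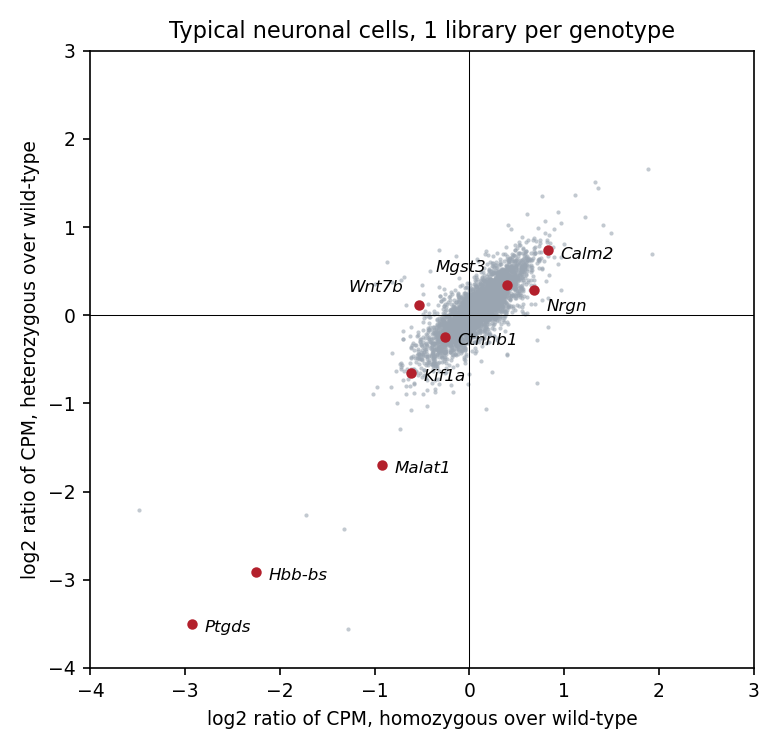
Log2 ratio of CPM, homozygous over wild-type on the horizontal axis and heterozygous over wild-type on the vertical axis, for the neuronal genes with a mean of at least 20 CPM, 1 point per gene. The points lie along the diagonal, and *Ptgds*, *Hbb-bs* and *Malat1* are among the lowest in both.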

DEX analysis identified 470 DEX genes when comparing *Tbr1^layer5^* homozygous mutants to *Tbr1*^*wild-type*^ (Table S1) and 320 DEX genes when comparing *Tbr1ayer5* heterozygous mutants to *Tbr1^wild-type^* (Table S2), 218 of which occur in both comparisons (false discovery rate [FDR] ≨ 0.05) (Figure 1B, Table S3). Feature plots showing the expression of layer 5 markers in our scRNA-seq cell population are shown (Figure S3i). 

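In CPM, *Fezf2* (log2 ratio 0.27, 95% interval −0.01 to 0.56, in the homozygous over wild-type comparison and 0.15, −0.11 to 0.42, in the heterozygous one) and *Ldb2* (−0.20, −0.46 to 0.07, and 0.07, −0.16 to 0.31) did not differ detectably from the wild-type library at this depth. The same holds for *Rbp4*, whose regulatory sequence drives the Cre, with 0.22 (−0.31 to 0.78) and 0.26 (−0.23 to 0.77). *Bcl11b* did not differ detectably in the homozygous library (0.07, −0.15 to 0.29) and was lower in the heterozygous library (−0.31, −0.52 to −0.09). *Etv1* gave 0.06 (−0.28 to 0.41) and −0.40 (−0.74 to −0.07), and the latter was 0.29 (−1.93 to 2.92) in cells with *Xist*. *Cux2* was higher in both mutant libraries, by 0.85 (0.52 to 1.19) and 0.82 (0.51 to 1.14). Cells with *Xist* gave −0.73 (−4.07 to 1.76) and −1.29 (−3.56 to 0.78), and cells with a Y-linked UMI gave −0.50 (−2.19 to 1.40) in the homozygous comparison. These values for *Cux2* rest on 2 to 10 UMIs per library and do not settle a direction. The ratios of all cells rest on 45 to 615 UMIs per gene and library.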

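The genes of Tables S1 to S3 are among the more abundant of the neuronal genes. Averaged over the 3 libraries, the 7174 neuronal genes had a median of 23.9 CPM in typical neuronal cells. The median was 210 CPM for the 470 genes of Table S1, 327 CPM for the 320 genes of Table S2 and 421 CPM for the 218 genes of Table S3. Of the 218 genes, 184 lie among the 10% of neuronal genes with the highest CPM. The median absolute log2 ratio over these 218 genes was 0.33 in the homozygous and 0.35 in the heterozygous library, against 0.21 in both over all neuronal genes. A change of more than 2-fold was reached by 6 of them in the homozygous and by 10 in the heterozygous library. Table S4 of the paper lists 52 DEX genes among the 805 genes of the term “synapse,” 38 of 391 for “axon,” 43 of 810 for “neurogenesis,” 32 of 436 for “cell body” and 27 of 402 for “dendrite.”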

Gene Ontology (GO) analysis of DEX genes identified terms including “axon,” “synapse,” “dendrite,” “cell body,” and “neurogenesis” (Figure 1B; Table S4).

To determine whether the changes in gene expression in *Tbr1^layer5^* CKOs are due to direct regulation by TBR1, we used data from TBR1 chromatin immunoprecipitation (ChIP-seq) from P2 wild-type (WT) cortex (Fazel Darbandi et al., 2018). TBR1 binds to the promoters and distal regions of layer 5 DEX genes (within 100 kb) (Figure S1C). This suggests that TBR1 may be involved in controlling the expression by activating or repressing the target genes.

We used *in situ* hybridization (ISH) to validate the expression of several DEX genes (Table S5). Our scRNA-seq analysis in conjunction with ISH aided in discovering *Mgst3*, as a new layer 5 marker of prefrontal cortex (Figure S1D). 

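In typical neuronal cells, *Mgst3* (ENSMUSG00000026688, chromosome 1 of GRCm38, 167371966 to 167393841) was at 742 CPM in the wild-type library from 2724 UMIs, at 944 CPM in the heterozygous library from 9837 UMIs and at 974 CPM in the homozygous library from 5919 UMIs. Its log2 ratio over wild-type was 0.35 (95% interval 0.29 to 0.41) for heterozygous and 0.39 (0.33 to 0.46) for homozygous cells. As mean raw UMIs per cell, without normalization for depth, the homozygous value was −0.03. Empty droplets of the same libraries held *Mgst3* at 638, 816 and 869 CPM in the order wild-type, heterozygous and homozygous. The cells were not assigned to layers here, so these counts do not compare layers.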

To provide a histological context, we defined laminar boundaries in the prefrontal cortex at P3 using the following probes: *Cux2* (layers 2 and 3), *Rorb* (layer 4), *Etv1* (layer 5), *Tbr1* (layers 2–3, 5, 6, and 6b), *Nr4a2* (subplate; Figure 2i). Cortical layers 2–4 appear as a single layer at this stage (Figures 2A–2F). 

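Of the genes taken from the scRNA-seq comparison to ISH, *Calm2* (ENSMUSG00000036438) lies on chromosome 17 of GRCm38 from 87433412 to 87446935. It was at 2259 CPM in wild-type, 3765 CPM in heterozygous and 4014 CPM in homozygous neurons, a log2 ratio over wild-type of 0.74 (95% interval 0.70 to 0.77) and 0.83 (0.79 to 0.87). *Kif1a* (ENSMUSG00000014602) lies on chromosome 1 from 93015464 to 93101951. It was at 773 CPM in wild-type, 491 CPM in heterozygous and 504 CPM in homozygous neurons, a log2 ratio of −0.65 (−0.72 to −0.59) and −0.62 (−0.69 to −0.54). The homozygous and heterozygous libraries differed from each other by 0.09 (0.07 to 0.12) for *Calm2* and by 0.04 (−0.03 to 0.10) for *Kif1a*. No alternative changed the direction of either gene: *Calm2* stayed between 0.41 and 0.85 in the homozygous and between 0.57 and 0.80 in the heterozygous comparison, and *Kif1a* between −1.04 and −0.34 and between −0.74 and −0.52. In empty droplets *Calm2* was at 1707, 3152 and 3015 CPM and *Kif1a* at 753, 397 and 459 CPM, in the order wild-type, heterozygous and homozygous.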

Expression of *Calm2*, *Kif1a*, *Mgst3*, and *Wnt7b* was altered as suggested by the scRNA-seq analysis (Figure 2ii; Figure S3ii). Thus, neonatal *Tbr1* expression in layer 5 pyramidal neurons directly regulates the expression of genes involved in cytoskeletal dynamics and synapse development.

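*Tbr1* itself (ENSMUSG00000035033, chromosome 2 of GRCm38, 61802930 to 61814114) was at 27.5 CPM in the wild-type library from 101 UMIs, at 30.7 CPM in the heterozygous library from 320 UMIs and at 22.4 CPM in the homozygous library from 136 UMIs. Its log2 ratio over wild-type was 0.16 (95% interval −0.17 to 0.50) in heterozygous and −0.30 (−0.68 to 0.09) in homozygous neurons, so neither difference was detectable at this depth. The homozygous over heterozygous ratio was −0.46 (−0.76 to −0.16). The floxed region covers exons 2 and 3, and counts of 3′ ends do not show whether a transcript holds those exons. *Map1b*, which encodes a microtubule-associated protein, was lower in both mutants, with log2 ratios of −0.24 (−0.30 to −0.18) in homozygous and −0.24 (−0.29 to −0.18) in heterozygous neurons. *Cnih2*, which encodes an auxiliary subunit of glutamate receptors, was higher by 0.35 in both (0.29 to 0.41 and 0.30 to 0.41); without normalization for depth its homozygous value was −0.07. From the altered expression in the scRNA-seq and ISH analyses and from TBR1 binding near these genes, the paper concludes that neonatal *Tbr1* in layer 5 pyramidal neurons directly regulates genes of cytoskeletal dynamics and synapse development.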

### Excitatory and Inhibitory Synapses Are Reduced in *Tbr1^layer5^* Mutants

We assessed excitatory synapse numbers on apical dendrites of layer 5 neurons (within layer 2-3) in the mPFC by analyzing VGLUT1^+^ presynaptic terminals that are apposed to PSD95^+^ postsynaptic zones at P56 (Figure 3A′) and P21 (Figures S4D-S4F) using immunofluorescence (IF) and confocal microscopy. Inhibitory synaptic density was assessed by counting the overlapping VGAT^+^ presynaptic inhibitory terminals and Gephyrin^+^ dendritic postsynaptic zones on the apical dendrites of layer 5 pyramidal neurons (n = 30 dendrites) at P56 (Figure 3D′) and P21 (Figures S4J-S4L). Excitatory and inhibitory synapses were decreased 34% and 42% in *Tbr1^layer5^* heterozygous and 70% and 73% in *Tbr1^layer5^* homozygous mutants at P56, respectively (Figures 3A and 3D). A similar synaptic deficit was also present at P21 (Figures S4G and S4M).

To assess the physiological consequences of the decrease in excitatory and inhibitory synaptic densities, we measured spontaneous excitatory and inhibitory post-synaptic currents (sEPSCs and sIPSCs, respectively) using whole-cell patch clamp on the tdTomato^+^ layer 5 pyramidal cells in mPFC brain slices at P56 and P21 (Figures 3B′ and 3E′; Figures S4H and S4N). The sEPSC frequency was reduced 25% in *Tbr1^layer5^* heterozygous and 75% in *Tbr1^layer5^* homozygous mutants; furthermore, the frequency of sIPSCs was reduced 30% in *Tbr1^layer5^* heterozygous and 50% in *Tbr1^layer5^* homozygous mutants as compared to cells from *Tbr1^wild-type^* mice at P56 (Figures 3B and 3E). Similar decreases were also present at P21 (Figures S4I and S4O). We did not observe changes in the amplitude of sEPSCs and sIPSCs at P21 and P56 (data not shown).

Since most *de novo* ASD-risk genes are heterozygous, loss-of-function, rare variants, we explored the consequence of constitutive *Tbr1* haploinsufficiency on synapse numbers of layer 5 and layer 6 pyramidal neurons using *Tbr1*^+/−^ mice (Bulfone et al., 1995). We counted excitatory and inhibitory synapse numbers in the mPFC of *Tbr1*^+/−^∷*Rbp4-cre*∷*tdTomato*^*f*/+^ (layer 5 neurons) and the somatosensory cortex (SSCx) of *Tbr1*^+/−^∷*Ntsr1-cre*∷*tdTomato*^*f*/+^ (layer 6 neurons) at P56 (Figure 3, i2 and ii2). Layer 5 excitatory and inhibitory synapse numbers were reduced ~40% and ~35% in the mPFC of *Tbr1*^+/−^∷*Rbp4-cre*∷*tdTomato*^*f*/+^ at P56 (Figures 3C and 3F). Layer 6 neurons in the SSCx of *Tbr1*^+/−^∷*Ntsr1-cre*∷*tdTomato*^*f*/+^ showed ~37% and ~39% decreases in excitatory and inhibitory synaptic densities, respectively (Figures 3C and 3F). Thus, *Tbr1* haploinsufficiency results in reduced synaptic density on the excitatory neurons of cortical layers 5 and 6.

### *Kif1a* Expression Restores Normal Synapse Numbers in *Tbr1^layer5^* Mutant Neurons *In Vitro*

We sought to identify molecular mechanisms underlying the decrease in the excitatory and inhibitory synaptic densities in *Tbr1^layer5^* CKO neurons using the results from the scRNA-seq analysis (Figure 1). 

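Among genes with roles at synapses, *Mef2c* (ENSMUSG00000005583, chromosome 13 of GRCm38, 83504034 to 83667080) was at 682 CPM in wild-type, 704 CPM in heterozygous and 803 CPM in homozygous neurons. Its log2 ratio over wild-type was 0.24 (95% interval 0.17 to 0.31) in homozygous neurons, and in heterozygous neurons the difference of 0.05 (−0.02 to 0.11) was not detectable. *Rac3* (ENSMUSG00000018012, chromosome 11, 120721470 to 120723969) was at 747, 776 and 814 CPM in the order wild-type, heterozygous and homozygous. It rose by 0.12 (0.06 to 0.19) in homozygous neurons, while 0.06 (−0.01 to 0.12) in heterozygous neurons was within counting error. *Syt4* (ENSMUSG00000024261, chromosome 18, 31437808 to 31447406) was at 54.5 CPM from 200 UMIs in wild-type, 69.8 CPM in heterozygous and 67.7 CPM in homozygous neurons. The ratio was 0.31 (0.07 to 0.56) for homozygous and 0.36 (0.13 to 0.59) for heterozygous neurons. As mean raw UMIs per cell the homozygous values turned negative, at −0.18 for *Mef2c*, −0.30 for *Rac3* and −0.11 for *Syt4*. Cells with *Xist* gave −0.32 (−1.03 to 0.36) for *Rac3* in the homozygous and −0.44 (−2.42 to 1.61) for *Syt4* in the heterozygous comparison, too few UMIs to settle a direction.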

We assessed a subset of DEX genes that control synapse biology, including *Kif1a* (Li et al., 2016), *Mef2c* (Barbosa et al., 2008), *Rac3*, and *Syt4* (Barber et al., 2009). We examined whether *Kif1a*, *Mef2c*, *Rac3*, and *Syt4* could rescue synapse density by expressing them in P0 primary cortical cultures derived from *Tbr1^wild-type^* and *Tbr1^layer5^* mutant neurons (n = 3 biological replicates).

After 14 days *in vitro*, we analyzed the number of excitatory (VGLUT^+^ presynaptic and PSD95^+^ postsynaptic) and inhibitory (VGAT^+^ presynaptic and Gephyrin^+^ postsynaptic) terminals of *Tbr1^wlid-type^* and *Tbr1^layer5^* homozygous mutant neurons (Figure 3, iii). The reduced excitatory and inhibitory synaptic densities onto *Tbr1^layer5^* CKO neurons were recapitulated *in vitro* (Figures 3G, 3G′, 3H, and 3H′). Only *Kif1a* rescued the reduction in both excitatory (Figures 3G and 3G′) and inhibitory (Figures 3H and 3H′) synapse numbers. *Kif1a*, a kinesin motor protein, is implicated in the transport of vesicles for synapse development (Guedes-Dias et al., 2019) and thus may contribute to *Tbr1*’s function in promoting synapse formation.

### *Tbr1^layer5^* CKOs Have Increased Hyperpolarization-Activated Cation Currents (I_h_s)

We next examined the intrinsic properties of layer 5 neurons in *Tbr1^layer5^* WT and CKOs using whole-cell patch clamp to measure intrinsic physiological properties of *Rbp4-cre*∷*tdTomato*^+^ neurons of layer 5 in the mPFC (Figure S5A). Resting membrane potential and input resistance were not different between *Tbr1^wild-type^*, *Tbr1^layer5^* heterozygotes and homozygotes at P56 (Figures S5B and S5C).

A prominent feature of many layer 5 pyramidal neurons is the presence of an I_h_ (or h-current) mediated by hyperpolarization-activated cyclic nucleotide–gated HCN channels (Shepherd, 2013). I_h_ causes a characteristic “sag” and “rebound” in current clamp recordings of responses to steps of hyperpolarizing current. We examined responses to a −200-pA step and found that mPFC layer 5 pyramidal neurons from P56 *Tbr1^layer5^* heterozygotes and homozygotes exhibited a significantly increased “sag and rebound” compared to *Tbr1^wild-type^* controls, suggesting increased I_h_, while other intrinsic electrophysiological properties were largely unaltered (Figure S5D).

In deep-layer neocortical pyramidal neurons, the presence of I_h_ shifts the resonant frequency toward higher frequencies (Dembrow et al., 2010). Therefore, to further characterize potential increases in I_h_ in *Tbr1^layer5^* CKOs, we estimated the resonant frequency by injecting constant current to hold *Rbp4-cre*^+^ neurons in current clamp near −70 mV and then introduced a sinusoidal current stimulus with constant amplitude (100 pA, peak to peak) and a frequency that increased linearly from 0 to 20 Hz over 20 s (Figure S5E). *Tbr1^layer5^* heterozygous and homozygous CKOs exhibited an increase in their resonant frequency compared to *Tbr1^wild-type^* controls at P56 (Figure S5G).

Lastly, we blocked I_h_ by bath applying the specific HCN channel antagonist ZD7288 (25 μM; Figure S5F). The resonant frequency was reduced by over 50% in the *Tbr1^layer5^* heterozygous and *Tbr1^layer5^* homozygous CKOs (Figure S5G). Thus, both *Tbr1^layer5^* heterozygotes and homozygotes have an increased I_h_ in layer 5 pyramidal neurons of the mPFC.

### *Tbr1* Mutants Have Reduced Mature Dendritic Spine Density

The synaptic deficits described earlier prompted us to investigate the state of dendritic spines in *Tbr1^layer5^* CKOs, *Tbr1^layer6^* CKOs (Fazel Darbandi et al., 2018), and *Tbr1*^+/−^ mutants. We visualized tdTomato^+^ spines using Airyscan confocal microscopy to capture 120×-magnification z stack images (using 2× optical zoom) from the dendrites of layer 6 and layer 5 neurons of WT, *Tbr1^layer5^* (Figure 4), *Tbr1^layer6^*, and *Tbr1*^+/−^ mutant neurons at P5, P21, and P60 (Figure S6). We used Imaris software (v.9.2.1) to analyze dendritic spine morphology, density, and distribution.

There were reductions in the density of mature dendritic spine density in *Tbr1* heterozygotes and homozygotes in *Tbr1^layer5^* and *Tbr1^layer6^* CKOs (Figures 4 and S6). Additionally, *Tbr1*^+/−^ mutants have reduced mature spine density on the dendrites of layer 5 and layer 6 pyramidal neurons (Figure S6). Furthermore, *Tbr1* mutant neurons had an increased filamentous spine density (Figure S6). Thus, this defect in mature dendritic spine density may underlie the reduction in synapse numbers in *Tbr1* mutants.

### Restoring Reduced WNT Signaling in *Tbr1* CKOs Rescues Synaptic Deficits

We demonstrated that *Tbr1* promotes synaptogenesis onto layer 6 neurons in part via WNT signaling through *Wnt7b* (Fazel Darbandi et al., 2018). WNT signaling promotes dendrite maturation and synapse formation (Ciani and Salinas, 2005). Here, we found several lines of evidence to further support the role of *Tbr1*-dependent WNT signaling in synapse development. 

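*Wnt7b* (ENSMUSG00000022382, chromosome 15 of GRCm38, 85535437 to 85582473) was at 26.2 CPM in wild-type neurons from 96 UMIs, at 28.4 CPM in heterozygous neurons from 296 UMIs and at 18.1 CPM in homozygous neurons from 110 UMIs. Its log2 ratio over wild-type was −0.53 (95% interval −0.94 to −0.12) in homozygous neurons and 0.12 (−0.22 to 0.47) in heterozygous neurons, and the homozygous over heterozygous ratio was −0.65 (−0.98 to −0.33). The gene is in neither Table S1 nor Table S2. *Ctnnb1* (ENSMUSG00000006932, chromosome 9, 120929216 to 120960507), which encodes β-catenin, was at 204 CPM in wild-type, 172 CPM in heterozygous and 170 CPM in homozygous neurons. It fell by 0.25 (−0.37 to −0.12) in heterozygous and by 0.26 (−0.40 to −0.12) in homozygous neurons. In the 36 wild-type and 27 homozygous cells with *Xist* the homozygous ratios were 0.27 (−3.31 to 3.4) for *Wnt7b*, from 3 and 2 UMIs, and 0.12 (−1.25 to 1.41) for *Ctnnb1*, from 15 and 9 UMIs, which settle no direction. Empty droplets held *Wnt7b* at 18.4, 25.1 and 18.2 CPM and *Ctnnb1* at 159, 140 and 152 CPM, in the order wild-type, heterozygous and homozygous.

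**Figure D4:**
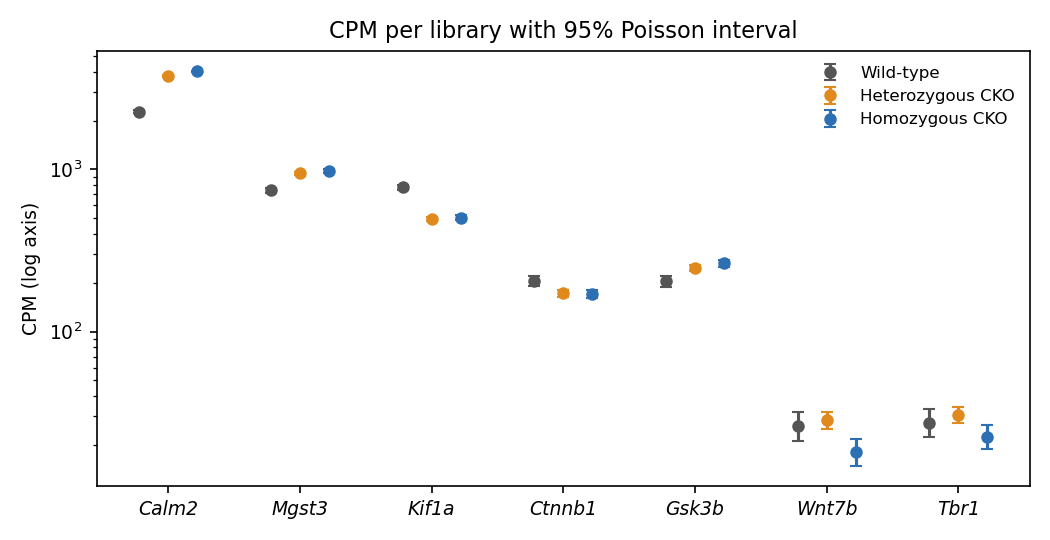
CPM on a log axis in typical neuronal cells of each library for *Calm2*, *Mgst3*, *Kif1a*, *Ctnnb1*, *Gsk3b*, *Wnt7b* and *Tbr1*, with 95% Poisson intervals. *Wnt7b* is lower in the homozygous library alone, whereas *Ctnnb1* is lower in both mutant libraries.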

First, *Wnt7b* and *Ctnnb1* expression was reduced in the mPFC of *Tbr1^layer5^* CKOs (Figures 1 and 2; Tables S1 and S2). *Ctnnb1* encodes β-catenin, the critical intracellular transducer of canonical WNT signaling (Budnik and Salinas, 2011). 

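*Gsk3b* (ENSMUSG00000022812), on chromosome 16 of GRCm38 from 38089001 to 38246084, was at 204 CPM in wild-type neurons from 749 UMIs, at 247 CPM in heterozygous neurons from 2573 UMIs and at 264 CPM in homozygous neurons from 1605 UMIs. The log2 ratio over wild-type was 0.28 (95% interval 0.16 to 0.39) in heterozygous and 0.37 (0.25 to 0.50) in homozygous neurons. Over the 10 alternatives the heterozygous ratio ranged from 0.16 to 0.80. The homozygous ratio ranged up to 0.98 and changed sign, to −0.05, when mean raw UMIs per cell were compared without normalization for depth. In empty droplets the gene was at 163, 193 and 188 CPM in the order wild-type, heterozygous and homozygous. Table S1 lists it for homozygous neurons and Table S2 does not list it for heterozygous neurons.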

Second, *Tbr1^layer5^* CKOs had increased *Gsk3β* RNA expression (Figure 1); GSK3β negatively regulates WNT signaling through increasing the destruction of β-catenin (van Noort et al., 2002).

Thus, we tested whether promoting WNT signaling could rescue dendritic spine and synapse phenotypes. Among its several pharmacological effects, there is evidence that LiCl, a WNT-signaling agonist, promotes synapse development (Farooq et al., 2017; Lenox and Wang, 2003; Martin et al., 2018). Thus, we administered LiCl and a GSK3β inhibitor (SB216763, Sigma-Aldrich) to *Tbr1* mutants.

### LiCl Treatment of *Tbr1* Mutants Restores Dendritic Spine Density and Synapse Development

As noted earlier, *Tbr1* mutants have a reduced density of mature dendritic spines (Figures 4 and S6). We tested whether promoting WNT signaling by administering LiCl at P5 and P59 could rescue the reduction in mature spine density and synaptogenesis in *Tbr1* mutants. We gave a single intraperitoneal (i.p.) injection of 400 mg/kg LiCl; control animals received a single i.p. injection of 4 mL/kg saline. Impressively, LiCl treatment rescued the density of mature dendritic spines within 24 h in *Tbr1* mutants; LiCl did not have a clear effect on the density of WT dendritic spines (Figures 4 and S6). These results, in combination with the previously reported evidence that *Wnt7b* restores synapse numbers on *Tbr1^layer6^* mutant neurons (Fazel Darbandi et al., 2018), led us to test whether LiCl can rescue synapse numbers on adult *Tbr1* mutant layer 5 and layer 6 neurons.

We administered LiCl to *Tbr1^layer5^* WT and homozygous CKOs (Figures 5A and 5E), *Tbr1^layer6^* WT and homozygous CKOs (Figures 5B and 5F), and *Tbr1*^+/−^ mutants (Figure 5). Layer 5 and layer 6 projection neurons were labeled with *Rbp4-cre*∷*tdTomato*^*f*/+^ and *Ntsr1-cre*∷*tdTomato*^*f*/+^, respectively. The control and LiCl-treated brains were harvested either 24 h or 4 weeks after injection at P60 (Figures 5 and S7). Confocal images of IF from the mPFC (layer 5) and SSCx (layer 6) showed a nearly complete rescue of synaptic densities, 24 h and 4 weeks after treatment (Figures 5 and S7). LiCl treatment also rescued synaptic densities in the mPFC (layer 5) and SSCx (layer 6) of the constitutive *Tbr1*^+/−^ mutants (Figure 5).

Thus, LiCl treatment of *Tbr1^layer5^*, *Tbr1^layer6^*, and *Tbr1*^+/−^ mutant mice at P60 rescues both excitatory and inhibitory synaptic deficit in *Tbr1* mutant neurons of cortical layers 5 and 6 (Figures 5A-5H). Here, we postulate that *Tbr1* mutant neurons are in a “poised” state but are not able to form synapses due to a defect in WNT signaling. Thus, we provide *in vivo* evidence that augmenting WNT signaling via LiCl treatment is sufficient to restore normal synapse numbers.

### GSK3β Inhibitor Restores Defects in Dendritic Spine and Synaptic Density of *Tbr1* Mutants

Promoting WNT signaling via LiCl treatment of *Tbr1* mutants rescued the defects in mature spine and synaptic density (Figures 5 and S7). Lithium’s best validated mechanisms of action are inhibitory effects on IMP and INPP1, central phosphatases in the phosphoinositide pathway, and on GSK3β, the central kinase in the Wnt/β-catenin and AKT pathways (Lenox and Wang, 2003). To ascertain whether WNT signaling is the main mechanism underlying the defects in dendritic spine and synaptic density of *Tbr1* mutants, we used a GSK3β inhibitor (SB216763; Sigma-Aldrich).

A single i.p. injection of GSK3β inhibitor (10 mg/kg) was given to *Tbr1* CKOs and WT at P59. Control animals received a single i.p. injection of 4 mL/kg saline at P59. We studied the effects of these treatments on *Tbr1^layer5^* WT and homozygous CKOs (Figure S8i) and on *Tbr1^layer6^* WT and homozygous CKOs (Figure S8ii). Layer 5 and layer 6 projection neurons were labeled with *Rbp4-cre*∷*tdTomato*^*f*/+^ and *Ntsr1-cre*∷*tdTomato*^*f*/+^, respectively. The control and GSK3β-inhibitor-treated brains were harvested after 24 h (Figure S8). GSK3β-inhibitor treatment rescued the decrease in mature spine density in *Tbr1* CKO mutants (Figures S8C and S8F). Furthermore, IF analysis of excitatory and inhibitory synaptic densities from the *Tbr1^layer5^* CKO mPFC (layer 5; Figures S8A and S8B) and from the *Tbr1^layer6^* CKO SSCx (layer 6; Figures S8D and S8E) showed a nearly complete rescue of synaptic density 24 h after treatment (Figure S8).

Thus, GSK3β inhibitor treatment of *Tbr1^layer5^* and *Tbr1^layer6^* CKO mice at P60 rescues dendritic spine density as well as excitatory and inhibitory synaptic deficit in *Tbr1* mutant neurons of cortical layers 5 and 6, respectively (Figure S8). This provides an additional line of evidence that augmenting WNT signaling is a key mechanism in restoring mature dendritic spine and synaptic density in *Tbr1* mutants.

### LiCl and GSK3β Inhibitor Treatment at P60 Improves Corticothalamic Axonal Arborization in *Tbr1^layar6^* Mutant

Layer 6 corticothalamic neurons extend their axons to the thalamus where they form synapses. Corticothalamic axons enter the thalamus in *Tbr1^layerr6^* CKOs; however, the corticothalamic axonal arborization is reduced in the anteromedial thalamus of *Tbr1^layer6^* CKOs (white arrowheads in Figure 5M) (Fazel Darbandi et al., 2018). Treatment with either LiCl or GSK3β inhibitor rescued this defect after 24 h (yellow arrowheads in Figures 5N and 5O) and 4 weeks (yellow arrowheads in Figure 5P). Quantification of tdTomato pixel intensity in the anteromedial thalamus (boxed region in Figures 5I and 5M) showed a significant increase after treatment (Figure 5, iv). We estimate that LiCl increased the corticothalamic axonal arborization by ~250 μm in 24 h. Axon growth rates in multiple regions of the nervous system and species have been documented to range from 20 to 75 μm/h (equivalent to ~2,000 μm/24 h) (Goldberg, 2003; Lallemend et al., 2012). We postulate that the rescue of the axonal arbors is through enhanced levels of WNT signaling as result of the LiCl or GSK3β inhibitor treatment.

### Evidence that WNT Signaling Promotes Synaptogenesis in *Tbr1* CKOs through an Autocrine Mechanism

Previously, we demonstrated that restoring *in vivo* *Wnt7b* expression in layer 6 pyramidal neurons of *Tbr1^layer6^* CKOs promoted synaptogenesis onto layer 6 neurons (Fazel Darbandi et al., 2018). Here, we have verified this finding and included additional controls (Figures S9A and S9B).

Toward elucidating whether WNT7B functions through autocrine and/or paracrine mechanisms, we used cortical transplantation of *Wnt7b*-expressing cortical interneurons to study synaptogenesis in *Tbr1^layer6^* CKO and control (WT) mice. We introduced medial ganglionic eminence (MGE)-derived cortical interneurons (MGE donor cells from *Nkx2.1-cre*∷*tdTomato*^*f*/+^ background) harboring either a *Wnt7b* expression construct (*pLenti-DlxI12b-Wnt7b-GFP*) or a control vector (*pLenti-DlxI12b-GFP*) into deep cortical layers of *Tbr1^wild-type^* and *Tbr1^layer6^* CKOs at P1; we analyzed excitatory synaptic density in cortex at P30. We quantified excitatory synapses on apical dendrites of WT and *Tbr1^layer6^* CKOs layer 6 neurons, adjacent to the MGE-transplanted cells (tdTomato^+^-GFP^+^) within layer 5 (Figures S9C-S9F). We did not observe a rescue of synapse numbers (Figure S9E). Furthermore, we did not observe an increase of excitatory synapses onto the soma of the transplanted *Wnt7b*-expressing interneurons (Figure S9F). Thus, this experiment provides evidence that WNT7B promotes synaptogenesis in cortical excitatory neurons through a cell-autonomous autocrine mechanism.

### *Tbr1^layer5^* CKOs Exhibit Social Interaction Defects that Are Rescued by LiCl Treatment

We studied motor function, anxiety, and social interaction of *Tbr1^layer5^* mutant mice between P56 and P80. Motor defects were not detected based on speed in an open field or performance on a rotarod (data not shown). To assay social behavior, we measured the time the experimental mouse spent exploring a novel juvenile WT mouse of the same sex. Subsequently, we measured the amount of time the subject mouse spent exploring a novel object. *Tbr1^layer5^* homozygous CKOs exhibited social interaction deficit with a juvenile mouse; we did not observe a social deficit between *Tbr1^layer5^* WT and *Tbr1^layer5^* heterozygous CKOs (data not shown). Loss of *Tbr1* in layer 5 neurons did not affect the amount of time *Tbr1^layer5^* CKOs spent exploring a novel object compared to the WT.

The improved synaptic density of *Tbr1^layer5^* CKOs due to LiCl treatment prompted us to assess the impact of LiCl treatment on the social interaction of *Tbr1^layer5^* CKOs. We performed the novel object exploration and social interaction assays at P60 using *Tbr1^layer5^* WT and CKOs that were treated with a single i.p. injection of saline (control) and LiCl (experimental) 4 weeks prior to the behavioral assays. LiCl treatment of *Tbr1^layer5^* homozygous CKOs improved their social interaction deficit with a juvenile mouse (Figure 6A), while LiCl treatment did not affect a novel object assay (Figure 6B). Thus, LiCl rescues defects in dendritic spines, synapse density, and the social behavior of *Tbr1^layer5^* CKOs.

## DISCUSSION

### *Tbr1* Dosage in Layers 5 and 6 Is Essential for Promoting and Maintaining Dendritic Spine and Synaptic Density

*Tbr1* is expressed in post-mitotic excitatory neurons in the neocortex, hippocampus, entorhinal cortex, pallial amygdala, piriform cortex, olfactory bulb, Cajal-Retzius cells, and subplate neurons (Hevner et al., 2001, 2003). *Tbr1* is best known for its expression and function in layer 6, where it is required to initiate and then maintain layer 6 identity by repressing markers of layer 5 identity (Fazel Darbandi et al., 2018; McKenna et al., 2011). There is also prominent *Tbr1* expression in layer 5 of the rostral cortex, where it is expressed in ~85% of pyramidal neurons (Bulfone et al., 1995).

Here, by deleting *Tbr1* late in gestation using a layer-5-specific Cre (*Rbp4-Cre*), we have investigated the role of *Tbr1* in mPFC development. scRNA-seq from FACS-purified layer 5 neurons of *Tbr1wild-type* and *Tbr1^layer5^* heterozygous and homozygous CKOs demonstrated that *Tbr1* deletion in mPFC layer 5 alters the expression of a subset of genes that control synaptogenesis, synaptic maturation, and microtubule assembly (Tables S1 and S2).

The core phenotypes of the *Tbr1* CKOs are: (1) reduction in the density of mature dendritic spine density (Figures 4 and S6); (2) increased density of immature filamentous (thin) spines (Figure S6); and (3) reduced density of excitatory and inhibitory synapses (Figures 3 and S4). The dendritic spine defect is apparent at the beginning of synaptogenesis (P5) and is maintained through adolescence and into adulthood (Figures 4 and S6). Notably, the *Tbr1* CKOs neurons have an increased I_h_. There is evidence that HCN channels, the mediator of Ih, localize to thin spines (Paspalas et al., 2013). Thus, we hypothesize that the increased I_h_ in *Tbr1* CKOs may be attributed to the increased filamentous spine density in *Tbr1* CKOs. Support for this notion comes from the observation that layer 5 neurons have an ~2-fold increased density of filamentous spines compared to that of layer 6 neurons (Figures S6E and S6F), which correlates with higher I_h_ in layer 5 neurons (Shepherd, 2013).

We postulate that the reduced mature spine density is central to the reduction of excitatory synapses and synaptic activity observed in adolescent (P21) and adult (P56) *Tbr1^layer5^* CKOs. In addition, *Tbr1^layer6^* CKOs (Fazel Darbandi et al., 2018), as well as *Tbr1*^+/−^ constitutive mutants, show defects in dendritic spines and synapses. The fact that we observed defects in dendritic spine and synapse density in *Tbr1* heterozygous CKOs and *Tbr1*^+/−^ constitutive mutants implies that this phenotype could contribute to the behavioral phenotypes in neuropsychiatric disorders such as ASD. This hypothesis is further strengthened by the dendritic spine and synaptic phenotypes in the mPFC, a cortical region with critical functions in cognitive and affective processing.

### Molecular Mechanisms Downstream of *Tbr1* that Promote Synapse Development

We have evidence that TBR1 controls synaptic development by promoting spine maturation and synaptogenesis through several mechanisms. *Tbr1* promotes WNT signaling (discussed more extensively later), and TBR1 directly drives the expression of *Cyp26b1*, *Foxp2*, *Mef2c*, and *Wnt7b* in layer 6 (Fazel Darbandi et al., 2018), as well as *Kif1a* and *Wnt7b* in layer 5. We integrated these findings into a molecular model (Figure 7). The model also postulates how LiCl and GSK3β inhibitor treatments, through promoting WNT signaling, rescues synaptic and axonal phenotypes in *Tbr1* mutants (Figure 7).

*Tbr1* promotes the expression of *Foxp2* (a hcASD gene) and *Mef2c* transcription factors (TFs) in layer 6 (Fazel Darbandi et al., 2018). *Mef2c* promotes the development of excitatory synapses (Harrington et al., 2016). However, restoring *Mef2c* expression in *Tbr1* mutant neurons failed to rescue their synaptic deficit, suggesting that decreased expression of this TF alone does not underlie the synaptic deficits in *Tbr1* mutants.

*Tbr1* also promotes the expression of *Cyp26b1*, a gene encoding a retinoic-acid (RA)-degrading enzyme, in layer 6 pyramidal neurons. Restoring *Cyp26b1* expression in primary cortical cultures from *Tbr1^layer6^* CKOs rescued synaptic deficit *in vitro* (Figures S9E and S9F). RA acts via RARα in synapses to promote protein synthesis (Chen et al., 2014; Chen and Napoli, 2008). This suggests that *Tbr1*’s control of RA levels, via *Cyp26b1*, can impact synaptic development (Figure 7).

While these three mechanisms appear to contribute to *Tbr1*’s orchestration of synapse development, we believe that *Tbr1*’s control of WNT signaling may be the overriding *Tbr1*-dependent mechanism (Figure 7).

### *Tbr1* Promotion of WNT Signaling Drives Dendritic Spine Maturation and Synaptogenesis on Layer 5 and Layer 6 Pyramidal Neurons

WNT signaling is essential in postsynaptic differentiation of excitatory synapses by recruiting NMDA receptors via promoting PSD95 clustering and local activation of CaMKII within dendritic spines (Ciani et al., 2011). Furthermore, CaMKII is required for WNT-mediated spine growth and increased synaptic strength, thus promoting postsynaptic maturation and differentiation (Ciani et al., 2011). Moreover, WNT expression increases microtubule unbundling and stability by signaling through the canonical pathways downstream of GSK3β (Ciani et al., 2004). WNT inhibition of GSK3β results in phosphorylation of microtubule-associated proteins such as MAP1B. This interaction is essential for microtubule assembly, axonal arborization and outgrowth (Ciani et al., 2004).

Transcriptomic and ISH analyses demonstrate that *Tbr1* promotes expression of *Wnt7b* and *Ctnnb1* (β-catenin) and represses expression of *Gsk3β*. *Wnt7b* encodes a WNT ligand of the canonical WNT signaling pathway (Rosso et al., 2005). *Ctnnb1* encodes β-catenin, the central intracellular signaling protein of the canonical WNT signaling pathway (Ciani and Salinas, 2005). GSK3β is a ubiquitously expressed kinase that represses the canonical WNT pathway by targeting β-catenin for ubiquitin-mediated proteasomal degradation (van Noort et al., 2002). Restoring *Wnt7b* expression rescued the synaptic deficit in *Tbr1^layer6^* mutant neurons *in vitro* and *in vivo* (Fazel Darbandi et al., 2018). To test whether *Wnt7b* is acting through an autocrine or paracrine mechanism, we introduced cortical interneurons ectopically expressing *Wnt7b* into the deep layers of *Tbr1^layer6^* CKOs. We measured their effect on synapse density onto apical dendrites of WT and *Tbr1^layer6^* CKO layer 6 neurons (Figure S9). Because we did not find a statistically significant increase in synapse density, we surmise that WNT7B primarily promotes synaptogenesis cell autonomously onto layer 6 pyramidal neurons.

Furthermore, restoring *Kif1a* expression in layer 5 pyramidal neurons rescued synapses in the *Tbr1^layer5^* CKOs in primary cultures of the neonatal cortex. *Kif1a* is a member of the kinesin family and functions as an anterograde motor protein that controls vesicle delivery in the assembly and function of synapses (Guedes-Dias et al., 2019). GSK3β phosphorylation of kinesins inhibits their activity and thereby reduces anterograde dendritic transport (Gottschalk et al., 2017; Morfini et al., 2002). *De novo* *KIF1A* mutations in human have been associated with intellectual disability (Ohba et al., 2015; Yoshikawa et al., 2018) and hereditary spastic paraplegia (Pennings et al., 2020). In *Drosophila*, loss-of-function mutations in *KIF1A* homolog *Unc-104* causes defects in synaptic transmission by disrupting the formation of mature boutons (Zhang et al., 2017). Thus, the rescue of the dendritic spine and synaptic deficits in *Tbr1* mutants via LiCl and GSK3β-in-hibitor treatments could be, in part, attributed to the enhanced activity of KIF1A proteins as a result of reduced GSK3β activity.

### LiCl and GSK3β Inhibitor Rescue Defects in Dendritic Spine and Synaptic Density in *Tbr1* Mutants

To further explore the hypothesis that reduced WNT signaling in *Tbr1* mutants underlies the reduction in synapses, we tested whether a canonical WNT-signaling pathway agonist, LiCl or GSK3β inhibitor, could rescue dendritic spine and synapse defects. Among LiCl’s best validated mechanisms of action is inhibition of GSK3β, a central kinase in the WNT/β-catenin and AKT pathways (Lenox and Wang, 2003).

LiCl or GSK3β-inhibitor treatment (within 24 h) rescued the dendritic spine density of *Tbr1* mutant neurons in cortical layers 5 and 6. Furthermore, either LiCl or GSK3β-inhibitor treatment rescued excitatory and inhibitory synapse numbers within 24 h. Remarkably, a single dose of LiCl at P30 led to a sustained rescue of synaptic density, measured 4 weeks after treatment. These results suggest that the *Tbr1* mutant’s dendrites have most of the machinery needed to make synapses but have a deficit of the essential signal(s) to initiate synaptogenesis. Once the LiCl- or GSk3β-inhibitor-induced synapses are formed, they appear to be relatively stable.

Corticothalamic axons in the *Tbr1^layer6^* mutants fail to fully arborize within the anterior and anteromedial regions of the thalamus (Fazel Darbandi et al., 2018). This phenotype was also rescued within 24 h of LiCl or GSK3β-inhibitor treatment, suggesting that the reduced WNT signaling underlies the defect of axonal elongation and/or arborization in *Tbr1^layer6^* mutants.

In sum, we postulate that *Tbr1* mutant layer 5 and layer 6 cortical neurons have reduced WNT signaling that underlies their defects in dendritic spines, synapses, and axonal arborization. LiCl or GSK3β inhibitor rescues each of these defects, perhaps through promoting WNT signaling.

### LiCl Treatment Rescues Social Interaction Deficit in *Tbr1^layer5^* CKOs

We eliminated *Tbr1*’s function in cortical layer 5 pyramidal neurons. In most cortical areas, a minority of layer 5 neurons express TBR1, whereas in rostral areas, including the PFC, TBR1 is expressed in ~85% of layer 5 excitatory neurons (Figure S1). The PFC has a central function in distributed circuits that control higher cognitive and emotional functions that are disrupted in neuropsychiatric disorders such as ASD. *Tbr1^layer5^* CKOs are viable and fertile, allowing us to study the impact of *Tbr1* deletion on the behavior of heterozygous and homozygous CKOs. The *Tbr1^layer5^* CKOs showed no deficit in their motor functions (rotarod and open field) and interest in novel objects. However, *Tbr1^layer5^* homozygous CKOs showed a reduction in social interaction with a juvenile mouse. This phenotype had previously been demonstrated in mice with *Tbr1* haploinsufficiency (Huang et al., 2014).

Importantly, treating *Tbr1^layer5^* CKOs with LiCl at P30 rescued the social deficit of *Tbr1^layer5^* CKOs (measured at P56–P80). Thus, perhaps the LiCl-mediated rescue of synaptogenesis may underlie the rescue of the social behavior phenotype. In studies of multiple neuropsychiatric phenotypes, face-valid rodent behavior has, so far, not proven to be a reliable assay for therapeutics development in humans (Sestan and State, 2018). However, the observation here is notable in that it links a risk-specific mutation to an identifiable molecular mechanism and circuit level behavior, offering important traction for future investigations of ASD pathophysiology.

### Insights into How *Tbr1* May Contribute to ASD Pathogenesis

Co-expression network analysis suggests that the *de novo* mutations of ASD-risk genes are enriched in excitatory projection neurons of cortical layers 5 and 6 in the PFCs during human mid-fetal development (Willsey et al., 2013), cell types that also express *Tbr1*. The functions of many ASD-risk genes converge on pathways that control synaptogenesis, synaptic development, and plasticity (Sanders et al., 2015). Thus, in this study, we deleted *Tbr1* in the excitatory neurons of mouse layer 5 of the mPFC at a stage similar to human mid-fetal development.

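Orthologs of ASD genes were compared between libraries in the same way. *Ank2* was lower in heterozygous neurons, with a log2 ratio over wild-type of −0.31 (95% interval −0.42 to −0.20), and did not differ detectably in homozygous neurons (−0.06, −0.18 to 0.05). *Map1a* was lower in homozygous neurons (−0.38, −0.56 to −0.20), and its heterozygous ratio of −0.13 (−0.29 to 0.02) was within counting error. *Ap2s1* was at −0.11 (−0.20 to −0.01) in homozygous and −0.08 (−0.16 to 0.01) in heterozygous neurons. *Dpysl2* was higher in homozygous neurons by 0.19 (0.13 to 0.25) and at −0.05 (−0.11 to 0.00) in heterozygous neurons. For *Rorb* both ratios were above 0, at 0.49 (0.30 to 0.69) and 0.20 (0.01 to 0.38). *Smarcc2* showed no detectable difference, at −0.14 (−0.43 to 0.15) in homozygous and 0.01 (−0.25 to 0.27) in heterozygous neurons. Cells with *Xist* gave −0.24 (−0.85 to 0.35) for *Dpysl2* and −0.14 (−1.57 to 1.17) for *Rorb* in the homozygous comparison, and −1.71 (−3.14 to −0.40) for *Rorb* in the heterozygous one, from 16 wild-type and 8 heterozygous UMIs. Mean raw UMIs per cell gave −0.23 for *Dpysl2* in the homozygous comparison, and subtraction of the empty-droplet profile gave −0.05 for *Rorb* in the heterozygous comparison, which was 0.07 with a smaller ambient share.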

Our single-cell transcriptomic analysis of FACS-purified layer 5 neurons from the mPFC revealed that *Tbr1* regulates other ASD genes, including *Ank2*, *Ap2s1*, *Ctnnb1*, *Dpysl2*, *Map1a*, *Rorb*, *Smarcc2* (orthologs of high-confidence ASD [hcASD] genes), and *Gsk3β* (ortholog of a probable ASD [pASD] gene) in either *Tbr1^layer5^* heterozygous or homozygous CKOs. *Tbr1^layer5^* heterozygous and homozygous CKOs demonstrated a decrease in dendritic spines and excitatory and inhibitory synaptic densities and reduced sEPSCs and sIPSCs, phenotypes that are convergent with *Tbr1^layerr6^* CKOs, and constitutive *Tbr1*^+/−^. This suggests that decreased TBR1 dosage in human may also impair synaptic development and thereby increase the risk for ASD. While some of the other phenotypes detected in *Tbr1^layer5^* mutants were only present in the homozygotes, including defects in social interaction, these observations could have relevance for ASD, as they denote biological processes that could be altered in *Tbr1* heterozygotes.

### *Tbr1* and *Shank3* Mutants Convergently Present Synaptic and Physiological Defects

The complex genetic variation underlying ASD has complicated efforts to understand the mechanism associated with ASD pathology and therapies. A possible solution for such complex diversity is to identify core mechanisms, in which ASD-risk proteins may act convergently on a common pathway (State and Sestan, 2012). Many mutations are thought to predispose to idiopathic ASDs by causing primary impairments in synaptic transmission (Rosti et al., 2014; Sanders et al., 2015).

Reduced or increased *Shank* expression in *Drosophila* reduces WNT signaling and excitatory synapses (Harris et al., 2016). In mouse, reduced *Shank3* impairs synaptic function by reduction in dendritic arborization, excitatory synaptic density, synaptic transmission, and I_h_ current (Yi et al., 2016). Similarly, *Tbr1* CKOs have evidence for reduced WNT signaling and have reduced mature spine density and excitatory synaptic density (Fazel Darbandi et al., 2018). Likewise, *Tbr1* CKOs have abnormal I_h_ currents in cortical layer 5 (Figure S5) and layer 6 (Fazel Darbandi et al., 2018), although, in *Tbr1* CKOs, I_h_ is increased. TBR1 binds to the *Shank1*, *−2*, and *−3* loci (P2 TBR1 ChIP-seq data; GEO: GSE119362) (Fazel Darbandi et al., 2018), although there are only subtle changes in *Shank* RNA expression in the *Tbr1* mutants. Thus, synaptic dysfunction and, perhaps, reduced WNT signaling are common features of mouse *Tbr1* and *Shank3* mutants; these defects may be the core pathophysiology of some forms of ASD.

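*Shank1* (chromosome 7 of GRCm38, 44310253 to 44360572) had a log2 ratio over wild-type of 0.26 (95% interval 0.16 to 0.35) in homozygous and 0.10 (0.01 to 0.19) in heterozygous neurons. The homozygous value was −0.16 as mean raw UMIs per cell, and the heterozygous value was −0.07 after subtraction of the empty-droplet profile, 0.01 with a smaller ambient share, and −0.33 (−1.05 to 0.41) in cells with *Xist*. *Shank2* (chromosome 7, 144001928 to 144424494) was at −0.06 (−0.43 to 0.32) in homozygous and −0.48 (−0.83 to −0.12) in heterozygous neurons, and the latter was 0.88 (−2.76 to 6.59) in cells with *Xist*, from 1 wild-type and 3 heterozygous UMIs. *Shank3* (chromosome 15, 89499623 to 89560261) had 16 UMIs in the heterozygous and 26 in the homozygous library, and its ratios of −0.67 (−1.94 to 0.69) and 0.80 (−0.34 to 2.08) were not distinguishable from 0 at this depth.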

### LiCl as a Therapy for Neurodevelopmental Disorders that Have Reduced Synapse Development

Currently, there are no treatments for ASD that address its core biological defects. The ability to restore synapse numbers following lithium administration in the *Tbr1* mutant mice provides an insight to a possible human therapy, especially given that LiCl has a long history of clinical use.

Our study suggests the value of future study of LiCl as a potential treatment for ASD patients with *TBR1* mutations. If successful, LiCl could also conceivably prove relevant for ASD syndromes beyond individuals with TBR1 mutations, particularly where reduced synaptic development is a central feature. In a clinical case report, LiCl was reported to reverse clinical regression, stabilize behavioral abnormalities, and restore brain functioning in two *SHANK3* patients with ASD (Serret et al., 2015). Additionally, it is plausible that the mechanisms identified here could be relevant for patients with *Ank2*, *Ap2s1*, *Ctnnb1*, *Dpysl2*, *Map1a*, *Rorb*, *Smarcc2*, and *Gsk3β*. We also showed that *Tbr1^layer6^* CKOs had arborization defects of their corticothalamic axons that were improved with LiCl, suggesting that LiCl could also improve presynaptic defects. This is consistent with the evidence that WNT signaling positively regulated presynaptic and postsynaptic development (Ahmad-Annuar et al., 2006; Stamatakou and Salinas, 2014).

It is critically important that any hypothesis regarding novel treatments in ASD be subjected to rigorous blinded clinical testing. This is particularly the case for an agent such as LiCl, which has well-known long-term side effects and a narrow therapeutic window. Open-label trials of novel compounds to treat core symptoms in ASD have repeatedly shown promising results early (Choi et al., 2011), only to be followed almost uniformly by negative well-controlled trials. The foregoing consideration of potentially relevant biological mechanisms should not be construed as an immediate clinical recommendation but rather as a justification for additional in-depth and rigorous studies.

Finally, it is remarkable that LiCl in *Tbr1* mutant mice restores dendritic spine density, synaptogenesis, and axon arborization. LiCl has a rapid action (24 h); furthermore, the effect of a single dose lasts over 4 weeks. However, there were many features of the *Tbr1* mutants that did not appear to be rescued by LiCl, including increased layer 5 and layer 6 filamentous spine density and layer 6 dendritic morphogenesis. Thus, while LiCl may have some promise as a therapy, it is improbable that it would fully rescue normal brain function of ASD patients with *TBR1* mutations.

## STAR★METHODS

### LEAD CONTACT AND MATERIALS AVAILABILITY

All unique/stable reagents generated in this study are available from the Lead Contact, Dr. John L. Rubenstein (), without restrictions.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Animals

All procedures and animal care were approved and performed in accordance with the University of California San Francisco Laboratory Animal Research Center (LARC) guidelines. All strains were maintained on a C57BL/6 background. Animals were housed in a vivarium with a 12hr light, 12hr dark cycle. Postnatally, experimental animals were kept with their littermates. For timed pregnancies, noon on the day of the vaginal plug was counted as embryonic day 0.5.

The *Tbr1^flox^* allele was generated by inGenious Targeting Laboratory (Ronkonkoma, NY). LoxP sites were inserted into introns 1 and 3, flanking *Tbr1* exons 2 and 3 (Fazel Darbandi et al., 2018). To enable selection of homologous recombinants, the LoxP site in intron 3 was embedded in a *neo* cassette that was flanked by *Flp* sites. The *neo* cassette was removed by mating to a *Flp*-expressing mouse to generate the *Tbr1^flox^* allele. Cre excision removes exons 2 and 3, including the T-box DNA binding region, similar to the constitutive null allele (Bulfone et al., 1998). *Rbp4-cre* mice (Gensat KL100) were used to delete *Tbr1* in layer 5 projection neurons. *tdTomato*^*fl*/+^ (*Ai14*) mice were crossed with *Tbr1^f/f^* mice and used as an endogenous reporter. *Tbr1* layer 5 knockout mice (*Tbr1^layer5^* mutant) were generated by crossing *Tbr1^f/f^*∷*tdTomato*^*f*/+^ mice with *Tbr1*^*f*/+^∷*Rpb4-cre*^+^. The specific gender and age of experimental animals can be found in the Results section and corresponding figure legends.

### TRANSGENIC ANIMAL MODELS

The mouse strains used for this research project, B6.FVB(Cg)-Tg(Ntsr1-cre)GN220Gsat/Mmucd, RRID:MMRRC_030648-UCD and B6.FVB(Cg)-Tg(*Rbp4-cre*)KL100Gsat/Mmucd, RRID:MMRRC_037128-UCD, were obtained from the Mutant Mouse Resource and Research Center (MMRRC) at University of California at Davis, an NIH-funded strain repository, and was donated to the MMRRC by MMRRC at UCD, University of California, Davis. Made from the original strain (MMRRC:032081) donated by Nathaniel Heintz, Ph.D., The Rockefeller University, GENSAT http://gensat.org/index.html and Charles Gerfen, Ph.D., National Institutes of Health, National Institute of Mental Health.

Information about the generation and genotyping of the transgenic lines used in this study can be found in the corresponding original studies: *Rbp4-Cre* (Gong et al., 2007), lox-STOP-lox-tdTomato (Ai14;(Madisen et al., 2010)). Mice were maintained on C57BL/6J background.

### METHOD DETAILS

#### Genomic DNA extraction and genotyping

Tissue samples were digested in a solution containing 1 mg/mL of proteinase K, 50 mM Tris-HCl pH 8.0, 100 mM EDTA, 100 mM NaCl and 1% SDS. Genomic DNA was extracted using a standard ethanol precipitation protocol. Genotyping was performed with PCR-based assays using purified genomic DNA, and primer-pair combinations flanking the deleted region and detecting *Cre* and *tdTomato* alleles.

#### RNA extraction and cDNA synthesis

Total RNA was extracted from the cortices of wild-type mice at P0 using RNeasy Plus® Mini Kit (QIAGEN) following the manufacturer’s protocol. First strand cDNA was synthesized using Superscript reverse transcriptase II following manufacturer’s protocol (Thermofisher). cDNA library was used as template to clone and generate *in situ* probes.

#### Single-Cell RNA-sequencing (scRNA-seq) on FAC-Sorted Cells

Layer specific transcriptome profiling was conducted by using 10X Chromium scRNA-seq on FAC-Sorted cells from medial prefrontal cortex of *Tbr1^wild-type^* and *Tbr1^layer5^* heterozygous and homozygous mutants at P5. The medial prefrontal cortex was dissected in HBSS from P5 mice. Cortices were dissociated using a Papain Dissociation System (Worthington Biochemical Corporation) following manufacturer’s protocol. tdTomato^+^ cells were sorted using BD FACS Aria II Cell Sorter at Center for Advanced Technology (UCSF). Approximately 20,000 *tdTomato*^+^ cells were collected from each sample. Following FAC-sorting, the cell suspensions were centrifuged at 300 × g for 5 min. Cells were washed for a total of 3 times with 1 mL 1X PBS supplemented with 0.04% BSA. Following the final wash, the cell pellet was resuspended with 25 μL of 1X PBS supplemented with 0.04% BSA. Cell concentration for each sample was determined using trypan blue and a hemocytometer. We targeted to capture approximately 5000 cells per each genotype to generate scRNA-seq libraries. Single cell RNA-seq was performed using 10X Chromium Single Cell 3′ Reagent Kit v2 following manufacturer’s protocol. Library concentration was assessed with Qubit dsDNA HS Assay Kit following manufacturer’s protocol (Thermofisher). Library fragment size distribution was examined on the Agilent Bioanalyzer 2100 (Agilent Technologies) and Agilent High Sensitivity DNA Kit (Agilent Technologies) following manufacturer’s protocol. Libraries were sequenced on Hiseq4000 at Center for Advanced Technology (UCSF).

#### Computational Analysis of FAC-Sorted Layer 5 scRNA-Seq data

##### Read pre-processing

Single cell RNA-sequencing libraries were sequenced on Illumina Hiseq4000 to an average depth of 45K reads per cell. Read quality control, UMI counting, barcode counting, and alignment to the mouse reference genome (mm10) were performed using the “cell-ranger 2.0.1” pipeline provided by the manufacturer.

##### Filtering and Normalization

The initial dataset contained 17,823 cells with an average of 892 genes per cell. Cells with greater than 30% of mitochondrial genes were removed as this is indicative of poor-quality cells (n = 82). Cells with fewer than 500 or more than 10,000 unique-molecular-identifier (UMI) counts were removed as this often represents sequencing errors (n = 163). Cells with fewer than 500 or more than 3,000 genes were removed based on the distribution (n = 182). Genes which occurred in less than 0.01% of cells were also removed (n = 13065). The remaining 17,396 cells and 14,933 genes were used for downstream analysis. No experimental factors were determined to explain a disproportionate of expression variance using the Single Cell Analysis Toolkit for gene Expression in R (scater; v 1.9.15).

Using the R package Seurat (v 2.3.4), the data was log normalized for each cell by the total expression and scaled to 10,000 transcripts per cell. Variable genes were identified using the *FindVariabieGenes()* function which calculates the average expression and dispersion for each gene, then bins genes and calculates a z-score for dispersion within each bin. The data was scaled, centered, and regressed on the percent of mitochondrial gene content, number of UMI counts, and the number of genes.

##### Cell-type Identification and Clustering

TSNE was generated using all principal components accounting for more than 2% of the variance and a clustering resolution of 0.3 which resulted in 12 clusters (average silhouette width 0.16). Three clusters were identified as neuronal cells using known markers *Nrgn*, *Rorb*, and *Cnih2*.

The raw data from the three identified neuronal clusters was retained and filtered again based on the distribution of UMI counts and the number of genes per cell (N = 11,943). We applied more stringent filtering to genes by removing mitochondrial genes, ribosomal genes, pseudogenes, genes that did not occur in 1% of neuronal cells, and genes with a variation below the median variation across all genes (N = 7,174). The data normalized as described above and TSNE was generated using all principal components accounting for more than 4% of the variance and a clustering resolution of 0.3 which resulted in 6 clusters (average silhouette width 0.15). Two clusters were identified as atypical cells due to a reduced expression in excitatory neuronal markers and subsequently removed from downstream DEX analysis.

##### Differential Gene Expression (DEX) Analysis and Gene Ontology Enrichment

To identify gene signatures of each genotype, we used MAST and the zero-inflated regression (zlm) method to compare raw UMI counts (i.e., non-normalized counts) per gene across the cells in the population (FDR < 0.05). Genes that pass a 0.05 significant threshold are considered as significantly differentially expressed (DEX) genes. Gene Ontology enrichment analysis of common differentially expressed genes was performed using the R package goseq (v 1.34.1) using all expressed genes (N = 7,174) as background.

##### Data and Code Availability

The data used in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE146298 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146298). In addition, all the scripts that were used for analyzing scRNA-seq data as well as the result files are available on https://github.com/aseveritt/Darbandi_TBR1_L5scRNAseq.

#### Primary Cell Culture and *in vitro* Rescue Assay

##### Primary Cell Culture

Cortex was dissected from P0 *Tbr1^wild-type^* and *Tbr1^layer5^* homozygous mutants and dissociated using papain dissociation kit following manufacturer’s protocol (Worthington). A total of 300,000 cells were seeded into tissue culture slides pre-coated with poly-L-lysine (10 mg/ml, Sigma) and then laminin (5 mg/ml, Sigma), and grown *in vitro* with media containing DMEM-H21 with 5% fetal bovine serum for 3 hr. After the cells recovered, DMEM-H21 media was replaced by Neurobasal medium containing B27 supplement, 25% glucose, and glutamax overnight.

##### In vitro *Rescue Assay*

*Syt4*, *Mef2c*, *Kif1a* and *Rac3* cDNA was cloned into pcDNA3.1(−) (Thermofisher Scientific). *Tbr1^layer5^* mutant cells were transfected with *Syt4*, *Mef2c*, *Kif1a*, *Rac3* expression vectors and *Tbr1^wild-type^* were transfected with mock empty vector using Lipofectamine 3000 (Invitrogen) for 6 hr. Following incubation, the media was replaced by Neurobasal medium containing B27 supplement, Penicillin/Streptomycin, 25% glucose, and glutamax. Cultures were grown for 14 days *in vitro*. After 14 days, cultures were washed 3 times with 0.5 mL 1X PBS for 5 min each and fixed for 15 min with 4% PFA in 1X PBS at RT. Fixed cells were washed 3 times with 0.5 mL 1X PBS and blocked in 1X PBS containing 10% Normal Serum, 0.1% Triton X- 100 and 2% BSA for 1 hr at RT. Primary antibodies including mouse anti-Vglut1 (1:200, Synaptic Systems) and rabbit anti-PSD95 (1:200, Cell Signaling; excitatory synapses), rabbit anti-Vgat (1:500, Synaptic Systems) and mouse anti-gephyrin (1:200, Synaptic Systems; inhibitory synapses) were diluted 1:200 in blocking solution. Cells were stained for excitatory and inhibitory synapses with primary antibodies for 48 hr at 4°C with gentle shaking. On a shaker, the cells were washed 3 times with 0.5 mL 1X PBS for 5 min each and incubated with the secondary antibody for 2 hr (room temperature), washed 3X with 1X PBS, and mounted. This experiment was repeated twice (n = 2).

#### *In vivo* Synapse Rescue Assays

We performed *in vivo* rescue assay of synaptic deficit in *Tbr1* mutant mice using three different approaches. First, we directly injected a lentivirus harboring WNT7B. Second, we utilized a transplantation assay to deliver the protein of interest (WNT7B) by introducing MGE progenitor cells, following previously published MGE transplantation assay (Vogt et al., 2015). Lastly, we used a single intraperitoneal injection of LiCl to rescue the decrease in synapse numbers in *Tbr1* mutants.

##### Direct lentiviral injection

*In vivo* rescue assay was carried out by cloning *Wnt7b* into a *Cre*-dependent lentiviral backbone (*pLenti*-*CAG-Flex-IRES-GFP*). *CAG-Flex-GFP* (empty vector) and *Wnt7b-IRES-GFP* expressing lentivirus (*pLenti-CAG-Flex-Wnt7b-IRES-GFP*) were generated in HEK293T cells as previously reported (Vogt et al., 2015) using Polyplus jetPRIMEH® transfection reagent following manufacturer’s protocol.

Lentivirus containing *CAG-Flex-GFP* or *Wnt7b-IRES-GFP* were injected in the SSCx of *Tbr1^layer6^* wild-type as well as *Tbr1^layer6^* heterozygous and homozygous CKO pups at P1. For injections, a glass micropipette of 50 μm diameter (with a beveled tip) was preloaded with sterile mineral oil and viral suspension was front-loaded into the tip of the needle using a plunger connected to a hydraulic drive (Narishige) that was mounted to a stereotaxic frame. P1 pups from *Tbr1^layer6^* wild-type and *Tbr1^layer6^* heterozygous and homozygous CKOs were anesthetized on ice for 1–2 min before injections. Each pup received 2–3 viral injections (150 nL per site) in the right hemisphere. These sites were about 1 mm apart along the rostral to caudal axis. Viral suspensions were injected into layer 6 of the neonatal SSCx. After injections, pups were put back with the mother to recover after they began to move around on their own. Mice were sacrificed 21 days after injection and transcardially perfused with PBS followed by 4% PFA.

##### MGE-Derived Interneuron Transplantation Assay

A detailed protocol for the MGE transplantation assay has been previously described (Vogt et al., 2015). First, E13.5 MGEs from *Nkx2.1-cre*∷*tdTomato*^*f*/+^ embryos were dissected in ice-cold HBSS. Next, cells were mechanically dissociated by repeated pipetting (10–15 times) through a 1000 μL plastic pipette tip in DMEM media that contained 10% fetal bovine serum. Cells were dissociated in DMEM with 10% FBS that was preconditioned in a tissue culture incubator at 37°C and with 5% CO_2_ to achieve a physiological pH. The cells were then transfected with either *DlxI12b-GFP* (control) or *DlxI12b-Wnt7b-GFP* (WNT7B-GFP expressing). Cells were transfected for 30 min at 37°C then pelleted by centrifugation (3 min, 700 × g), and resuspended in 2-3 μL of DMEM, put on ice, and then remaining media containing the transfected MGE cells was removed before loaded into the injection needle. For injections, a glass micropipette of 50 μm diameter (with a beveled tip) was preloaded with sterile mineral oil and cells were front-loaded into the tip of the needle using a plunger connected to a hydraulic drive (Narishige) that was mounted to a stereotaxic frame. *Tbr1^layer6^* Wild-type and *Tbr1^layer6^* homozygous CKO P1 pups were anesthetized on ice for 1-2 min before being placed into a molded surface (modeling clay) for injections. Each pup received 2-3 injections of cells (~100 nL per site) in the right hemisphere. These sites were about 1mm apart along the rostral to caudal axis; cells were injected into layers 5/6 of the neocortex. After injections, pups were put back with the mother to recover after they began to move around on their own. Mice were sacrificed 28 days after transplantation and transcardially perfused with PBS followed by 4% PFA.

##### Lithium chloride (LiCl) injection

P59 and P30 mice were administered a single intraperitoneal (IP) injection of 400 mg/kg LiCl or saline in a volume of 4 ml/kg (Martin et al., 2018). Treated mice were anesthetized at P60, 24 hr or 4 weeks after LiCl injection with intraperitoneal injection of 100 mg/kg Ketamine containing 15 mg/kg Xylazine. A separate cohort of P58 mice were administered a single IP injection of 400 mg/kg LiCl or saline in a volume of 4 ml/kg. Treated mice were anesthetized 24 hr after LiCl injection with intraperitoneal injection 100 mg/kg Ketamine containing 15 mg/kg Xylazine. All brains were processed at P60. Animals were perfused transcardially with ice-cold 1X PBS and then with 4% PFA in 1X PBS, followed by brain isolation, 1-2 hr post-fixation, cryoprotected in 30% sucrose in PBS, and cut frozen (coronally or sagittally) on a sliding microtome at 40μm for immunohistochemistry.

#### Histology

For P0 and P3 experiments, neonatal animals were anesthetized on ice. For P21 and P56 experiments, animals were anesthetized with intraperitoneal injection of 100 mg/kg Ketamine containing 15 mg/kg Xylazine. Animals were perfused transcardially with cold PBS and then with 4% PFA in PBS, followed by brain isolation, 1-2 hr post-fixation, cryoprotected in 30% sucrose in PBS, and cut frozen (coronally or sagittally) on a sliding microtome at 40μm for immunohistochemistry or *in situ* hybridization. All primary and secondary antibodies were diluted in PBS containing 10% Normal Serum, 0.25% Triton X-100 and 2% BSA. The following primary antibodies were used: mouse anti-Vglut1 (1:200, Synaptic Systems), rabbit anti-Vgat (1:500, Synaptic Systems), rabbit anti-PSD95 (1:200, Cell Signaling), mouse anti-gephyrin (1:200, Synaptic Systems). The secondary antibodies for immunofluorescence were Alexa Fluor-conjugated and purchased from Thermofisher. For *in vivo* synapse immunohistochemistry, a total of n = 30 apical dendrites were counted from each of *Tbr1^wild-type^*, *Tbr1^layer5^* heterozygous and *Tbr1^layer5^* homozygous mutants. The coronal sections were pre-treated with pepsin to enhance the staining. Immunofluorescence specimens were counterstained with 1% DAPI to assist the delineation of cortical layers. For *in situ* hybridization a rostro-caudal coronal series of at least ten sections from n = 2 brains from *Tbr1^wild-type^* and *Tbr1^layer5^* heterozygous and homozygous mutants were examined. Anti-sense riboprobes for *Calm2*, *Kif1a*, *Wnt7b*, and *Mgst3* were prepared as previously described (Cobos et al., 2005; Fazel Darbandi et al., 2016). We also investigated cortical lamination within rostral cortex including PFCx of wild-type brain at P3 and P21 using anti-sense riboprobes for lamination markers *Cux2*, *Rorb*, *Etv1*, *Tbr1* and *Nr4a2*. ISH was performed using digoxigenin-labeled riboprobes.

#### Image Acquisition and Analysis

Fluorescent and bright-field images were taken using a Coolsnap camera (Photometrics) mounted on a Nikon Eclipse 80i microscope using NIS Elements acquisition software (Nikon). Confocal imaging experiments were conducted at the Cancer Research Laboratory (CRL) Molecular Imaging Center, supported by Helen Wills Neuroscience Institute at UC Berkeley. Confocal images were acquired using Zeiss LSM 880 with Airyscan with a 63X objective at 1,024 × 1,024 pixels resolution with 2.0X optical zoom using ZEN 2.0 software. Brightness and contrast were adjusted, and images merged using Photoshop or ImageJ software. ImageJ software was used for image processing. For synapse counting (presynaptic and postsynaptic boutons), confocal image stacks (0.4μm step size) were processed with ImageJ software. In brief, background subtraction and smooth filter were applied to each stack. Using a threshold function, each stack was converted into a ‘masks’ image. Furthermore, the channels were co-localized with the Image Calculator plugging. Lastly, the number of co-localizations were counted, and the length of each dendrite was measured in each of the focal plane. Staining for control and mutant were done in parallel as well as the image capturing.

#### Electrophysiology

Coronal brain slices (250 μm) including medial prefrontal cortex were made from three mice (n = 3) at age p21-28 and at p56-p80. Slicing solution was chilled to 4°C and contained (in mM): 234 sucrose, 26 NaHCO_3_, 11 glucose, 10 MgSO_4_, 2.5 KCl, 1.25 NaH_2_PO_4_, 0.5 CaCl_2_, bubbled with 5% CO_2_/ 95% O_2_. Slices were incubated in artificial cerebrospinal fluid (aCSF) at 32°C for 30 minutes and then at room temperature until recording. aCSF contained (in mM): 123 NaCl, 26 NaHCO_3_, 11 glucose, 3 KCl, 2 CaCl_2_, 1.25 NaH_2_PO_4_, 1 MgCl_2_, also bubbled with 5% CO_2_/ 95% O_2_. Neurons were visualized using differential interference contrast or DODT contrast microscopy on an upright microscope (Olympus). *Rbp4-cre* positive neurons were identified by fluorescent visualization of cre-dependent tdTomato. We obtained somatic whole-cell patch clamp recordings using a Multiclamp 700B (Molecular Devices) amplifier and acquired with pClamp. Patch pipettes (2-5 MΩ tip resistance) were filled with the following (in mM): 130 KGluconate, 10 KCl, 10 HEPES, 10 EGTA, 2 MgCl_2_, 2 MgATP, 0.3 Na_3_GTP. All recordings were made at 32-34°C. Series resistance was compensated in all current clamp experiments and monitored throughout recordings. Recordings were discarded if Rs changed by > 25%. For spontaneous EPSC and IPSC recordings cells were held in voltage clamp at −70 mV and +10mV, respectively. In both cases patch pipettes were filled with the following (in mM): 135 Cesium Methanesulfonate, 8 NaCl, 10 HEPES, 0.3 EGTA, 5 QX314, 4 MgATP, 0.3 Na_3_GTP.

#### Behavioral Assays

Experiments were conducted during the light cycle (8am to 8pm). Mice were habituated to investigator handling for 1-2min on three consecutive days. On the testing day, mice were transferred to experimental room and allowed to habituate for at least 45 minutes prior to testing. All behavior assays were performed on mice age P56 to P80. We were blind to the genotypes during scoring of videos.

##### Open-field test

An individual mouse was placed near the wall-side of 50 × 50 cm open-field arena, and the movement of the mouse was recorded by a video camera for 10 min. The recorded video file was analyzed with Any-Maze software (San Diego Instruments). Time in the center of the field (a 25 × 25 cm square) was measured. The open field arena was cleaned with 70% ethanol and wiped with paper towels between each trial.

##### Elevated plus maze test

An individual mouse was placed at the junction of the open and closed arms, facing the arm opposite to the experimenter, of an apparatus with two open arms without walls (30 × 5 × 0.5 cm) across from each other and perpendicular to two closed arms with walls (30 × 5 × 15 cm) with a center platform (5 × 5 cm), and at a height of 40 cm above the floor. The movement of the mouse was recorded by a video camera for 10 min. The recorded video file was analyzed with Any-Maze software and time in the open arms of the apparatus was measured. The arms of the elevated plus maze apparatus was cleaned with 70% ethanol and wiped with paper towels between each trial.

##### Rotarod test

The assay consisted of four trials per day over the course of 2 days with the rotarod set to accelerate from 4rpm to 45rpm over 5 minutes. The trial started once five mice were placed on the rotarod rotating at 4rpm in separate partitioned compartments. Each trial ended when a mouse fell off, made three complete revolutions while hanging on, or reached 300 s. Digital videos of the mice on the rotarod were recorded from behind. The rotarod apparatus was cleaned with 70% ethanol and wiped with paper towels between each trial.

##### Social interaction and novel object task

An individual mouse was allowed to habituate for 5 minutes in their home cage prior to starting the trial. A juvenile (3-4 weeks old) mouse of the same strain and sex was introduced to the home cage. After 5 minutes, the juvenile was removed from the home cage. After a 5 min break a novel object (typically a plastic test tube cap) was introduced into the home cage for five minutes. We scored videos offline, blind to genotype. We measured the number of seconds the mouse spent with its nose in direct contact with the novel object or engaged in social interaction with the juvenile (defined as sniffing, close following, or allo-grooming) in the 300 s following the time the juvenile or object was introduced into the cage. In addition, we noted any aggressive-appearing behaviors toward the juvenile, freezing, and grooming behaviors. We repeated this behavioral assay on adult wild-type and mutant mice that were treated with a single IP injection of LiCl and compared to vehicle treated animals injected with saline.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All individual data points are shown as well as mean ± SEM. All statistical analyses were performed using GraphPad Prism 7.0 software. Statistical significance was accepted at the level p < 0.05. We used Student’s t test to compare pairs of groups if data were normally distributed (verified using Lillie test). If more than two groups were compared, we used one-way ANOVA with post hoc tests between groups corrected for multiple comparisons (Holm-Sidak or Tukey). Forthe ISH experiments reported in this paper n = 2 represents two biological replicates for each of the reported genes. We examined the changes in synapse numbers of n = 30 different dendrites from n = 2 animals for each genotype. Whole-cell patch clamp experiments at P21 and P56 were conducted from n = 3 different animals for each age and genotype. Lastly, behavioral analysis was conducted from n = 11/8/9, wild-type/ heterozygous/homozygous animals. The specific n for each experiment as well as the post hoc test, exact F and corrected p values can be found in the Results section.

### DATA AND CODE AVAILABILITY

Data and MATLAB analysis scripts are available upon request from the Lead Contact.

## Supplementary Material

Supp Info 1

Supp Info 2

Supp Info 3

Supp Info 4

5

## Figures and Tables

**Figure 1.**
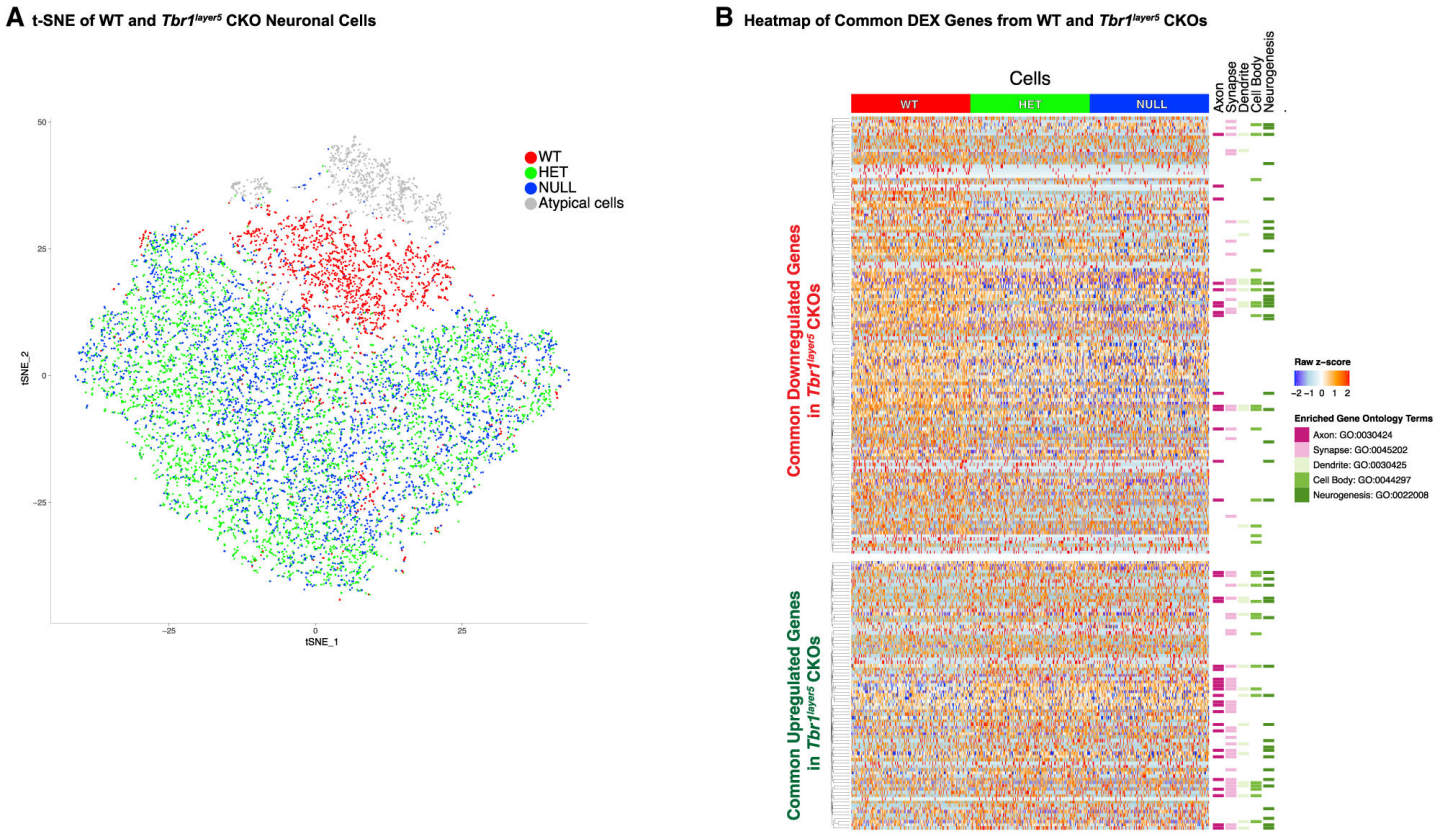
*Tbr1* Regulates Genes that Are Implicated in Controlling the Development of Axons, Synapses, and Dendrites in Layer 5 Pyramidal Neurons of the mPFC (A) *t*-distributed stochastic neighbor embedding (*t*-SNE) plot displaying 11,070 single neuronal cells from *Tbr1*^*layer5*^ WT (red) and from *Tbr1^layer5^* heterozygous (HET; green), and *Tbr1^layer5^* homozygous (NULL; blue) CKOs. t-SNE was performed after quality control and removal of non-neuronal cell subtypes. (B) Heatmap of DEX genes (FDR < 0.05) shared between both genotypes (x axis, n = 218) over a randomly selected 1,000 cells from each genotype (y axis, n = 3,000). Genes are ordered by hierarchal clustering within direction of regulation grouping, and the *Z* score of normalized gene expression data is shown. The genotype for each cell is depicted at the top, and genes with membership in selected enriched GO categories are highlighted at the right. See also Figures S1-S3.

**Figure 2.**
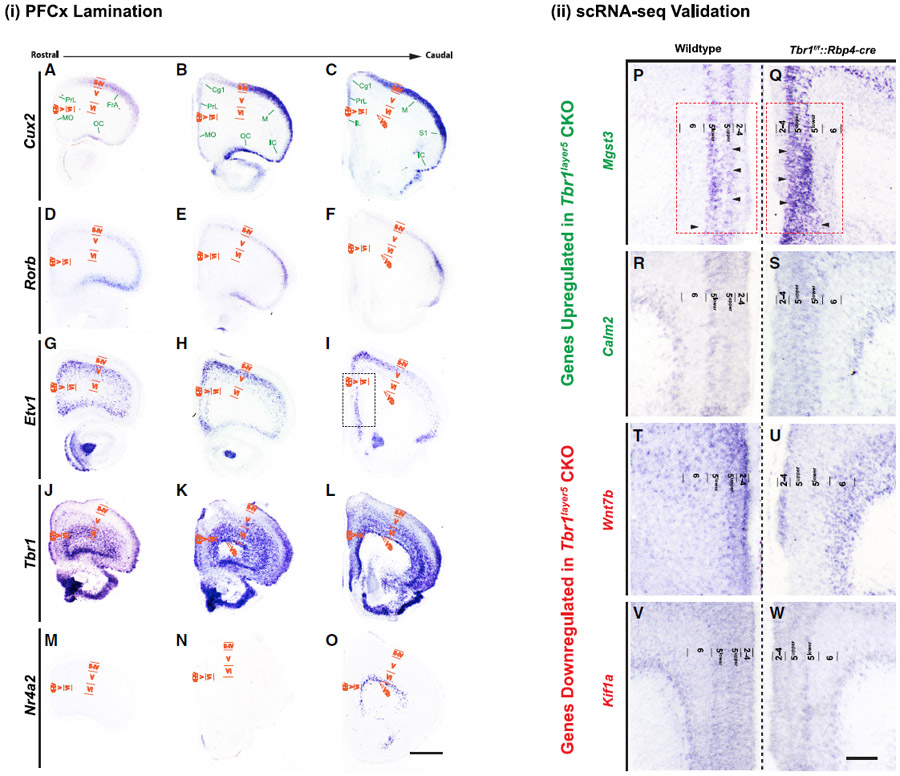
*Tbr1* Regulates Expression in the mPFC *In situ* hybridization defines rostral cortical lamination and validates the changes in scRNA-seq expression levels. (i) PFC lamination. Prefrontal cortical lamination was defined using ISH on coronal sections of neonatal mPFC in WT mice at P3. (A–O) ISH was performed on rostral, medial, and caudal areas, respectively, using (A–C) *Cux2* (layers 2–4); (D–F) *Rorb* (layer 4); (G–I) *Etv1* (layer 5); (J–L) *Tbr1* (layers2/3, 5, and 6); and (M–O) *Nr4a2* (subplate or layer 6b). Cortical layers in the medial and dorsal regions are labeled. MO, medial orbital cortex; PrL, prelimbic cortex; FrA, frontal association cortex; OC, orbital cortex; Cg1, cingulate cortex area 1; M, motor cortex; S1, primary somatosensory cortex; IC, insular cortex; II-IV, layers 2–4; V, layer 5; VI, layer 6; VIb, subplate. Scale bar, 300 μm. (ii) scRNA-seq validation. ISH confirms the changes in the transcriptome changes from DEX analysis of scRNA-seq in *Tbr1^layer5^* homozygous mutants. (P–W) The expression of *Mgst3* (P and Q) and *Calm2* (R and S) are increased in layer 5^upper^ (Q and S). *Tbr1^layer5^* mutants exhibit reduced expression of *Wnt7b* (T and U) and *Kif1a* (V and W) in layer 5 of the mPFC at P3. Only one hemisphere is shown from the ISH images from WT and *Tbr1^layer5^* homozygous CKOs, which are presented as mirror images, to aid in evaluating the changes in laminar gene expression. Color code: downregulated (red) and upregulated (green). Red box shown in (P) and (Q) indicates the region that was dissected for scRNA-seq analyses. Cortical layers 2–4, 5^upper^, 5^lower^, 6, and 6b (subplate) are labeled. Scale bar, 100 μm. See also Figure S3.

**Figure 3.**
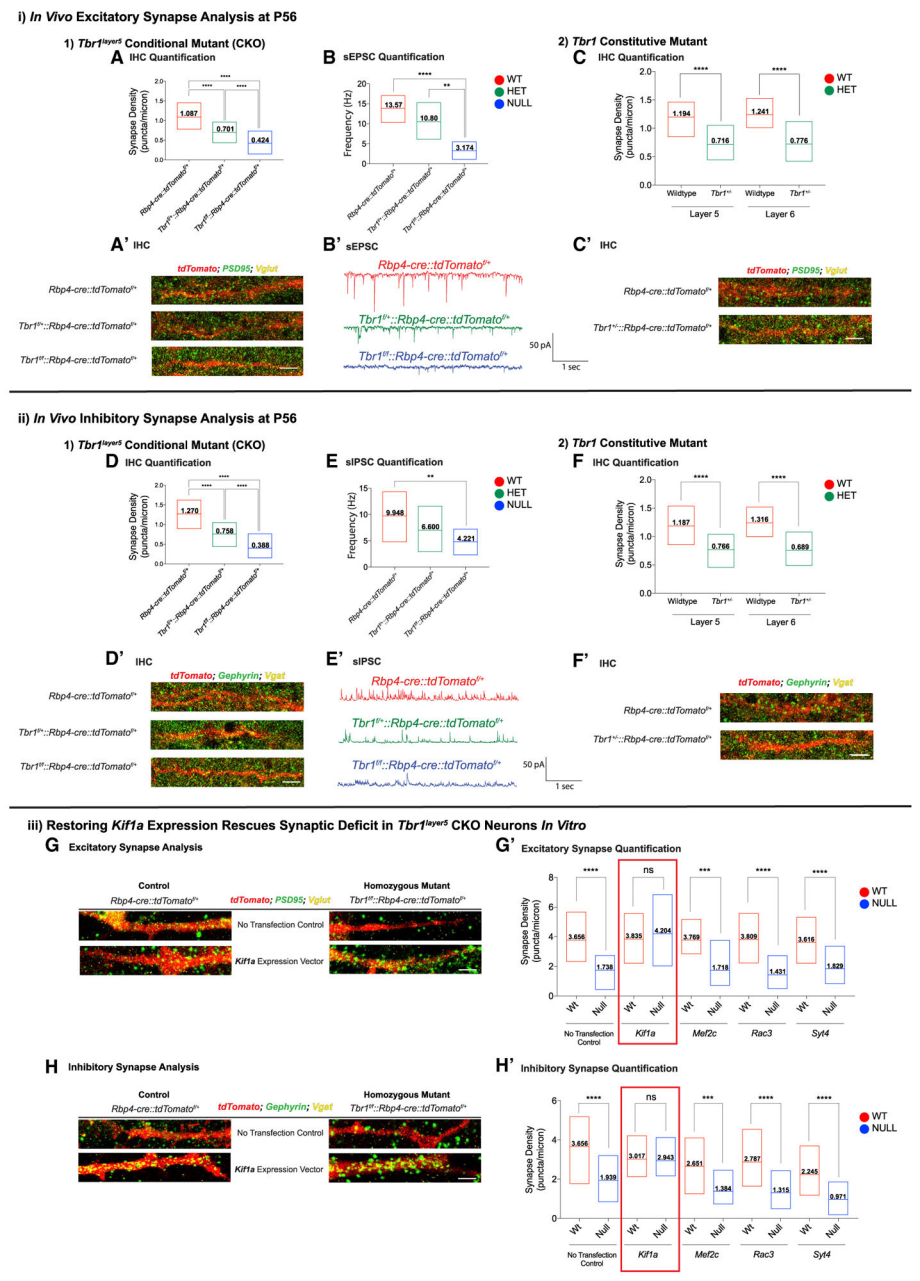
*Tbr1* Mutants Have Reduced Excitatory and Inhibitory Synaptic Densities at P56 IF was used to detect excitatory (i) and inhibitory (ii) synapses onto dendrites of (1) the mPFC of *Tbr1^wild-type^* (*Rbp4-cre*∷*tdTomato*^*f*/+^; red), *Tbr1^layer5^* heterozygous (*Tbr1*^*f*/+^∷**Rbp4-cre**∷*tdTomato*^*f*/+^; green), and *Tbr1^layer5^* homozygous (*Tbr1^f/f^*∷**Rbp4-cre**∷*tdTomato*^*f*/+^; blue) mutants (n = 30 dendrites), and (2) dendrites of layer 5 neurons from the mPFC of *Tbr1^wild-type^*, *Tbr1*^+/−^ and layer 6 neurons from the SSCx of *Tbr1^wild-type^*, *Tbr1*^+/−^ (n = 15 dendrites). (A–C′) Excitatory synapses were identified by colocalization of VGLUT1^+^ boutons and PSD95^+^ clusters on dendrites of layer 5 pyramidal neurons at P56 (A′ and C′). (A) Quantification of excitatory synaptic density. (B) Quantification of the sEPSC frequency from layer 5 neurons at P56 (n = 6/6/6, WT/heterozygous/homozygous cells from two different animals per genotype). (B′) Sample traces of sEPSC recordings at P56. (C) Quantification of excitatory synaptic density of *Tbr1*^+/−^ mutants in cortical layers 5 and 6 at P56. (D–F′) Inhibitory synapses were identified by co-localizing VGAT^+^ boutons and Gephyrin^+^ clusters (D′ and F′). (D) Quantification of inhibitory synaptic density on dendrites of layer 5 pyramidal neurons at P56. (E) Quantification of the sIPSC frequency from layer 5 neurons at P56 (n = 7/7/7, WT/heterozygous/homozygous cells from two different animals per genotype). (E′) Sample traces of sIPSC recordings at P56. (F) Quantification of inhibitory synapse numbers on dendrites of layer 5 and 6 pyramidal neurons of *Tbr1*^+/−^ mutants at P56. (iii) *In vitro* rescue assay was conducted by transfecting *Kif1a*, *Mef2c*, *Rac3*, and *Syt4* expression vectors into P0 primary cortical culture from *Tbr1^wild-type^* (red) and *Tbr1^layer5^* CKOs (blue) (n = 3 biological replicates). (G–H′) Excitatory (G) and inhibitory (H) synaptic density was analyzed 14 days post-transfection. Quantification of excitatory (G′) and inhibitory (H′) synaptic density *in vitro* is indicated. Red box indicates a successful rescue of synaptic density. Two-way ANOVA was used for the statistical analysis of the control, heterozygote, and null. Two-tailed t test with Tukey correction was used for pairwise comparisons. Floating bar graphs represent the minimum-to maximum (min-max) distribution of synaptic density and/or EPSC/IPSC frequency measured from each genotype. Horizontal line in each box denotes the average distribution. Average distribution is numerically indicated in each box (**p < 0.01; ***p < 0.001; ****p < 0.0001). ns, not significant. See also Figures S4 and S5.

**Figure 4.**
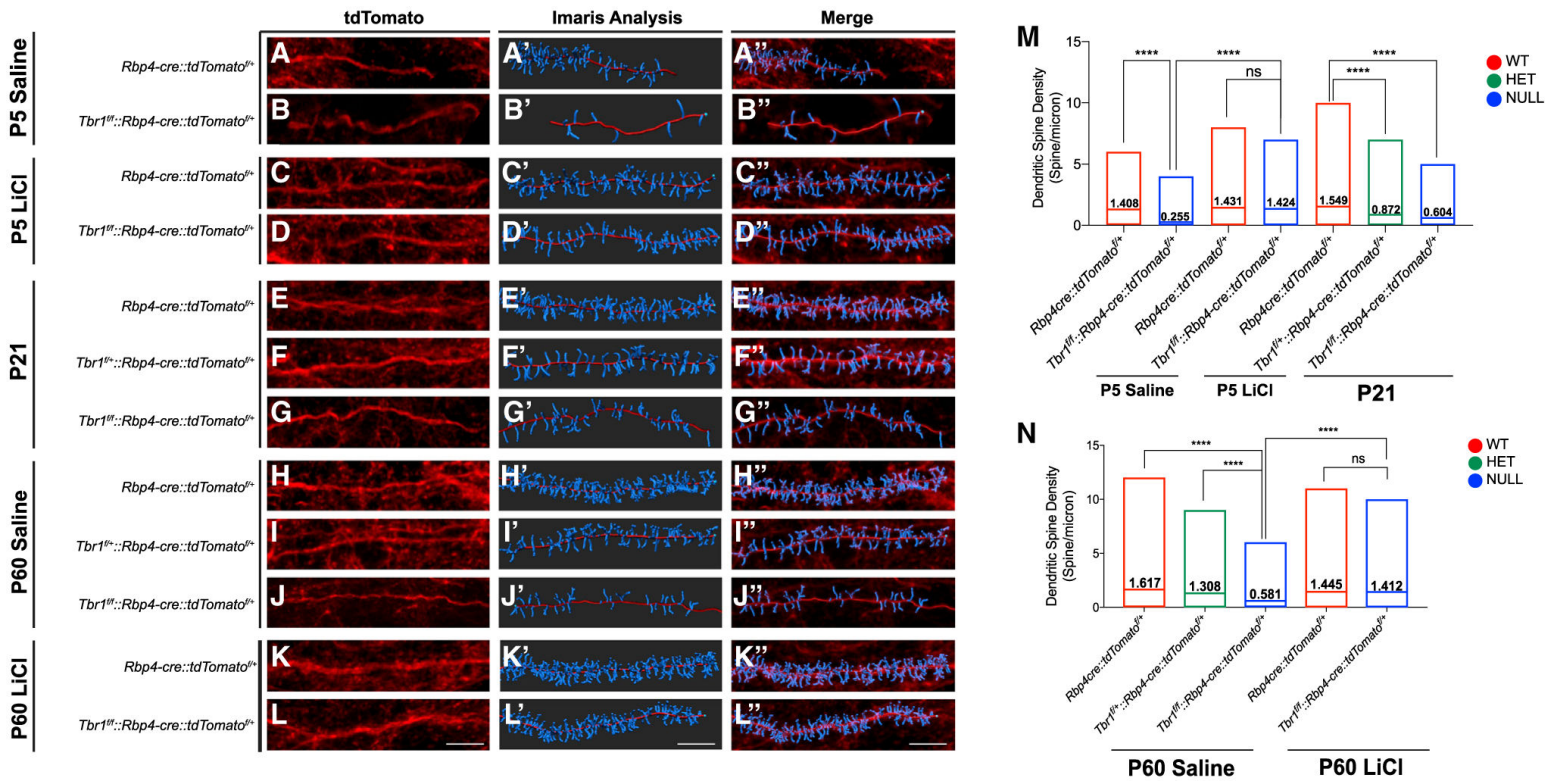
LiCl Rescues Dendritic Spine Density of *Tbr1^layer5^* CKOs (A–L″) In (A)–(L), **Rbp4-cre**∷*tdTomato*^*f*/+^ allele was used to label the dendrites of layer 5 neurons. Imaris software was used to analyze the dendritic spine density on the apical dendrites of *Tbr1^layer5^* WT and *Tbr1^layer5^* CKO neurons located within layers 2–4 of the mPFC (A′–L′). Changes in the dendritic spine density of layer 5 neurons were examined at P5 (A–D), P21 (E–G), and P60 (H–L). (A″–L″) Merged images. (M) Quantification of dendritic spine density at P5 and P21. Spine density was improved 24 hr after LiCl treatment at P5 in (C) and (D) and P60 in (K) and (L), compared to the saline-injected control animals in (A) and (B) and in (H) and (J). (N) Quantification of mature dendritic spines of *Tbr1^layer5^* WT and mutant neurons at P60, 24 h after injection with saline (control) or LiCl. Floating bar graphs represent min-max distribution of the dendritic spine density of layer 5 neurons within layers 2–4 of the mPFC. Horizontal line in each box denotes the average spine density. Average mature dendritic spine density is numerically indicated in each box. ****p < 0.0001. ns, not significant. Scale bar, 8 μm. See also Figure S6.

**Figure 5.**
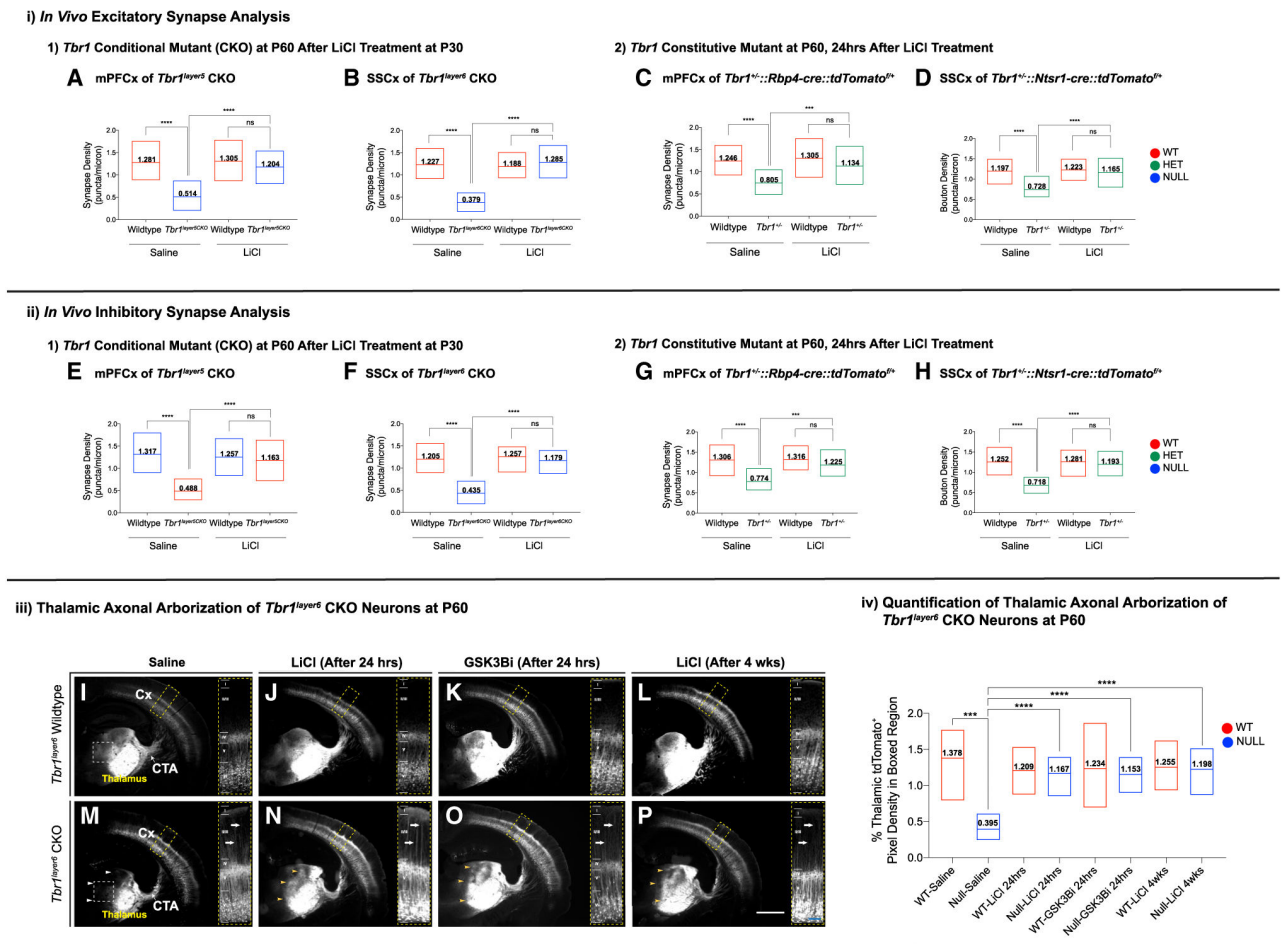
LiCl Treatment Restores Synapse Numbers and Corticothalamic Axonal Arborization of *Tbr1* Mutant Mice Excitatory (i) and inhibitory (ii) synaptic densities were quantified at P60 from: (1) apical dendrites of *Tbr1^layer5CKO^* and *Tbr1^layer6CKO^* mice 4 weeks after P30 injection with saline or LiCl (n = 15 dendrites) and (2) dendrites of layer 5 neurons from the mPFC of *Tbr1^wiid-type^*, *Tbr1*^+/−^ and layer 6 neurons from the SSCx of *Tbr1^wild-type^*, *Tbr1*^+/−^ mice 24 h after injection with saline or LiCl at P59 (n = 15 dendrites). (A and B) Excitatory synapses were quantified from (A) layer 5 neurons of the mPFC of *Tbr1^wild-type^* (green) and *Tbr1^layer5CKO^* (orange) mice and (B) layer 6 neurons from the SSCx of *Tbr1^wild-type^* (red) and *Tbr1^layer6CKO^* (blue) mice at P60, 4 weeks after saline and/or LiCl was administered. (C and D) Quantification of excitatory synaptic density of (C) layer 5 neurons of the mPFC of *Tbr1^wild-type^* (green) and *Tbr1*^+/−^ (orange) mice and (D) layer 6 neurons from the SSCx of *Tbr1^wild-type^* (red) and *Tbr1*^+/−^ (blue) mice at P60, 24 h after injection with saline or LiCl. (E and F) Inhibitory synapses were quantified from (E) the mPFC of *Tbr1^wild-type^* and *Tbr1^layer5CKO^* and (F) the SSCx of *Tbr1^wild-type^* and *Tbr1^layer6CKO^* mice 4 weeks after saline and/or LiCl was administered at P30. (G and H) Inhibitory synapses were quantified from (G) layer 5 neurons of the mPFC of *Tbr1^wild-type^* and *Tbr1*^+/−^ and (H) layer 6 neurons of the SSCx of *Tbr1^wild-type^* and *Tbr1*^+/−^ mice at P60 24 h after injection with saline or LiCl. Floating bar graphs represent the min-max distribution of all excitatory and inhibitory synapse numbers measured from each genotype. Horizontal line in each box denotes the average distribution. Average distribution is numerically indicated in each box. Two-tailed t test with Tukey correction was used for pairwise comparisons (***p < 0.001; ****p < 0.0001). ns, not significant. (I–P) In section iii, corticothalamic axonal arborization in the thalamus is indicated by tdTomato’s endogenous fluorescence of *Tbr1^layer6^* WT (I–L) and *Tbr1^layer6^* homozygous CKO (M–P) mice. The monochrome tdTomato signal (white) is indicated from saline-injected (I and M) mice, 24 h after LiCl injection (J and N), 24 h after GSK3β-inhibitor injection (K and O), and 4 weeks after LiCl injection (L and P). White arrowheads in (M) indicate thalamic regions that have reduced corticothalamic axonal arborization in *Tbr1^layer6^* CKO. Yellow arrowheads in (N)–(P) correspond to improved corticothalamic axonal arborization in *Tbr1^layer6^* CKO at P60 following LiCl treatment after 24 h (N), GSK3β-inhibitor (GSK3βi) treatment after 24 h (O), and LiCl treatment after 4 weeks (P). Yellow box depicts a high magnification of the SSCx, demonstrating that LiCl and GSK3β-inhibitor treatments did not rescue the layer 6 apical dendrite morphogenesis in *Tbr1^layer6^* CKOs. Thalamus, cortex (Cx), and corticothalamic axons (CTAs) are labeled. Scale bars: white, 1 mm; blue, 50 μm. (iv) Quantification of the tdTomato pixel intensity in the boxed regions in (I) and (M) from saline-injected *Tbr1^wild-type^* (WT-Saline) and *Tbr1^layer6^* homozygous mutants (Null-Saline) at P60. tdTomato signal intensity is improved in the thalamus of the *Tbr1^layer6^* homozygous CKO 24 h and 4 weeks after treatment compared to treatment of *Tbr1^wild-type^* at 24 h and 4 weeks. Two-tailed t test with Tukey correction was used for pairwise comparisons. Floating bar graphs represent the min-max distribution of tdTomato pixel density measured from region 1 of all genotypes and treatments. Horizontal line in each box denotes the average distribution. Average distribution is numerically indicated in each box (***p < 0.001; ****p < 0.0001). See also Figures S7, S8, and S9.

**Figure 6.**
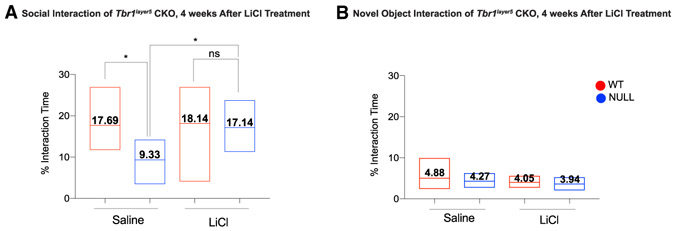
LiCl Treatment Rescues Social Interaction Deficit of *Tbr1^layer5^* Mutants (A) *Tbr1^layer5^* homozygous CKOs (blue) showed reduced social interaction with a juvenile mouse at P56–P80. LiCl treatment of *Tbr1^layer5^* CKOs rescued the social deficit phenotype compared to the saline-treated mutants at P56–P80. (B) LiCl treatment of *Tbr1^layer5^* CKOs did not affect the time spent engaged in novel object exploration compared to the saline-injected control. Floating bar graphs represent the min-max distribution of interaction measured from all genotypes and treatments. Horizontal line in each box denotes the average distribution. Average distribution is numerically indicated in each box. Two-tailed t test with Tukey correction was used for pairwise comparisons (*p < 0.05).

**Figure 7.**
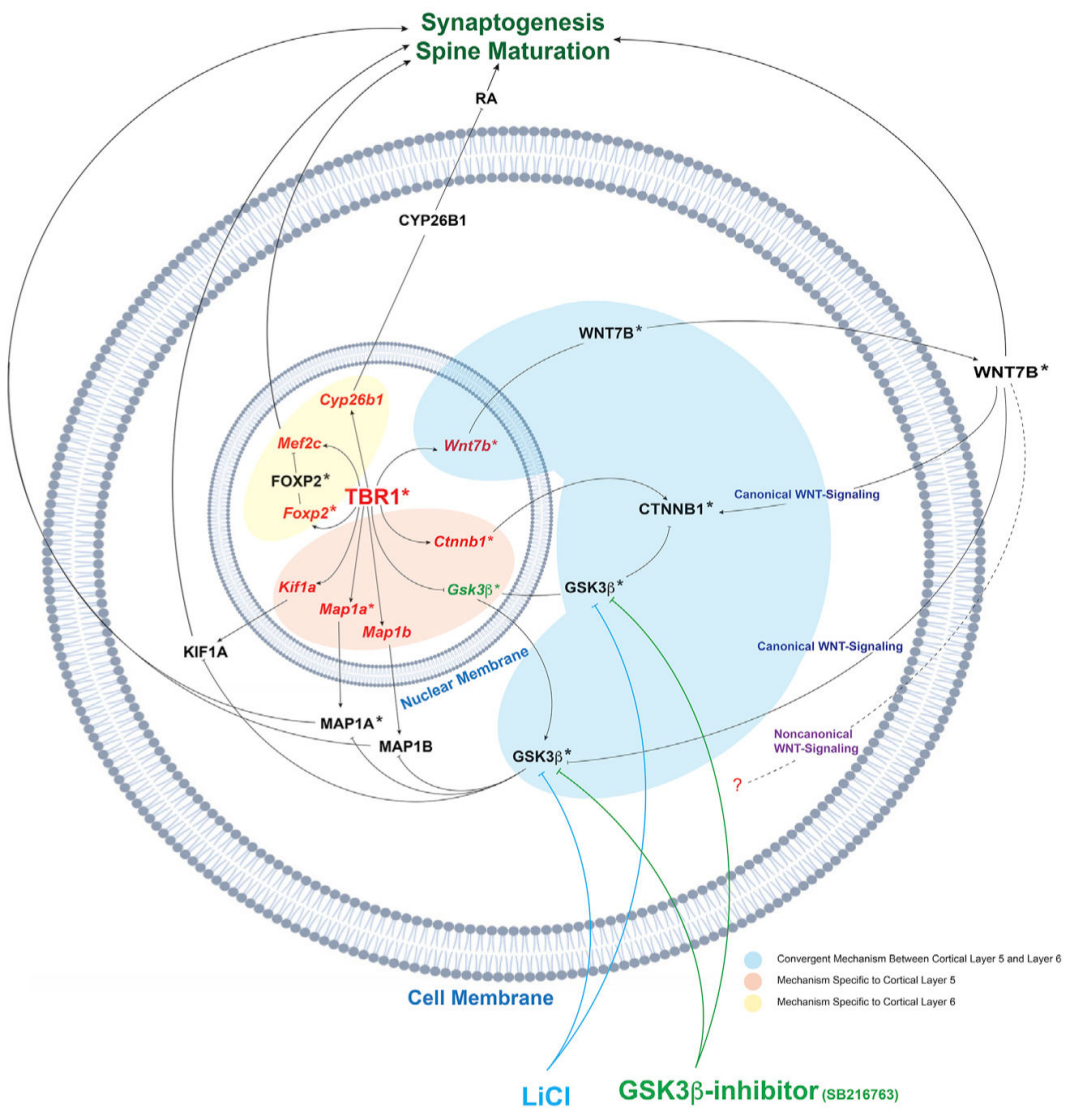
Model of How *Tbr1* Controls Spine Maturation and Synaptogenesis through Promoting WNT Signaling: Links to ASD Pathogenesis Schematic representation of how *Tbr1* controls spine maturation and synaptogenesis in cortical layers 5 and 6. *Tbr1* regulates WNT signaling by promoting *Wnt7b* and *Ctnnb1* and represses *Gsk3β* expression. LiCl (blue) and GSK3β inhibitor (green) rescues *Tbr1* phenotypes through stimulating WNT signaling by inhibiting GSK3β activity. WNT inhibition of GSK3β results in phosphorylation of MAP1A and MAP1B, which promotes microtubule assembly and axonal outgrowth. *Tbr1* activates *Kif1a*, a kinesin motor protein involved in synaptic vesicle trafficking. Furthermore, *Tbr1* activates *Foxp2* and *Mef2c* in layer 6 pyramidal neurons. *Mef2c* promotes the development of excitatory synapses. Lastly, TBR1 promotes expression of *Cyp26b1* in layer 6 pyramidal neurons, which controls RA levels and impacts synaptic development. Asterisks indicate hcASD (red, reduced in *Tbr1* mutants) and pASD (green, increased in *Tbr1* mutants) genes that are involved in these pathways. Cell membrane and nuclear membrane (blue) are indicated. Pathways unique to layer 5 and layer 6 are shown in orange and yellow, respectively. Convergent pathways between layers 5 and 6 are highlighted in blue.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit anti-Vglutl polyclonal antibody	Synaptic Systems	Cat# 135303
		RRID: AB_887875
Mouse anti-PSD95 antibody	NeuroMab (UC Davis)	Cat# 75-028
		RRID: AB_2307331
Rabbit anti-Vgat polyclonal antibody	Synaptic Systems	Cat# 131002
		RRID: AB_887871
Mouse anti-Gephyrin polyclonal antibody	Synaptic Systems	Cat# 147011
		RRID: AB_887717
Goat anti-Rabbit IgG Alexa Fluor 488	Thermofisher Scientific	Cat# A-11008
		RRID: AB_143165
Goat anti-Mouse Alexa Fluor 647	Thermofisher Scientific	Cat# A32728
		RRID: AB_2633277
Bacterial and Virus Strains		
pLenti- CAG- Flex-Wnt7b-IRES-GFP	This paper	N/A
pLenti-DlxI12b-Wnt7b-GFP	This Paper	N/A
pLenti-DlxI12b-GFP	This Paper	N/A
pLenti-CAG-Flex-IRES-GFP	This Paper	N/A
Chemicals, Peptides, and Recombinant Proteins		
Sucrose	Sigma Aldrich	Cat# S5016
Sodium bicarbonate (NaHCO_3_)	Sigma Aldrich	Cat# S6014
Glucose	Sigma Aldrich	Cat# G5767
Magnesium sulfate (MgSO_4_)	Sigma Aldrich	Cat# 230391
Sodium phosphate monobasic monohydrate (NaH_2_PO_4_)	Sigma Aldrich	Cat# P9638
Potassium chloride (KCl)	Sigma Aldrich	Cat# P9333
Calcium chloride dehydrate (CaCl_2_)	Sigma Aldrich	Cat# 223506
Magnesium chloride dexahydrate (MgCl_2_)	Sigma Aldrich	Cat# M9272
Potassium gluconate (KGluconate)	Sigma Aldrich	Cat# P1847
HEPES	Sigma Aldrich	Cat# H3375
EGTA	Sigma Aldrich	Cat# E4378
Adenosine 5′-triphosphate magnesium salt (Mg-ATP)	Sigma Aldrich	Cat# A9187
Guanosine 5′-triphosphate sodium salt hydrate (Na_3_GTP)	Sigma Aldrich	Cat# 51120
Cesium Methanesulfonate	Sigma Aldrich	Cat# C1426
Sodium Chloride (NaCl)	Sigma Aldrich	Cat# S9888
QX314 chloride	Tocris	Cat# 2313
ZD7288	Tocris	Cat# 1000
Critical Commercial Assays		
Bioanalyzer High Sensitivity DNA Kit	Agilent	Cat# 5067-4626
Bioanalyzer RNA 6000 Nano Kit	Agilent	Cat# 5067-1511
Chromium i7 Multiplex Kit,	10X Genomics	Cat# 120262
Chromium Single Cell 3’ Chip Kit v2	10X Genomics	Cat# 120236
Chromium Single Cell 3′ Library & Gel Bead Kit v2	10X Genomics	Cat# 120237
Deposited Data		
*Tbr1* P5 scRNA-seq Raw and Analyzed Data	This paper	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146298
Experimental Models: Cell Lines		
Mouse primary cortical culture	This paper	N/A
HEK293 cells	Thermofisher Scientific	Cat# R79007
Experimental Models: Organisms/Strains		
Mouse TBR1 conditional mutant	This paper	N/A
Mouse TBR1 constitutive mutant	This paper	N/A
Oligonucleotides		
Primer for genotyping flox allele	This Paper	N/A
ND.for GAC ACA CAC CCT TCT TCA GTT TAC AGC		
Primer for genotyping flox allele	This Paper	N/A
ND.rev CAA GCC CGA CTG CCA ATG TTC TG		
Primer for genotyping Ntsr1-cre allele	This Paper	N/A
Ntsr1-cre.for GAC GCC ACG CCC CCC TTA		
Primer for genotyping Ntsr1-cre allele	This Paper	N/A
Ntsr1-cre.rev CGG CAA ACG GAC AGA AGC ATT		
Primer for genotyping Rbp4-cre allele	This Paper	N/A
Rbp4-cre.for GGG CGG CCT CGG TCC TC		
Primer for genotyping Rbp4-cre allele	This Paper	N/A
Rbp4-cre.rev CCC CAG AAA TGC CAG ATT ACG TAT		
Primer for genotyping tdTomato allele	This Paper	N/A
tdTomato.for CTG TTC CTG TAC GGC ATG G		
Primer for genotyping tdTomato allele	This Paper	N/A
tdTomato.rev GGC ATT AAA GCA GCG TAT CC		
Primer for genotyping constitutive allele	This Paper	N/A
LN.for CAT TCA GAG CGA CGC ATC AAA GC		
Primer for genotyping constitutive allele	This Paper	N/A
LN.rev CAA GCC CGA CTG CCA ATG TTC TG		
Recombinant DNA		
For complete list of recombinant DNA, please refer to Table S5.	This Paper	N/A
pcDNA3.1(−)	Thermofisher	Cat# V79520
Software and Algorithms		
ImageJ	N/A	https://imagej.nih.gov/ij/
MiniAnalysis	http://www.synaptosoft.com/MiniAnalysis/	v6.0.7
GraphPad Prism	https://www.graphpad.com/scientific-software/prism/	v7.01
MATLAB	https://www.mathworks.com/products/matlab.html	v8.6.0.267246
Clampex and Multiclamp	https://www.moleculardevices.com/products/axon-patch-clamp-system/acquisition-and-analysis-software/pclamp-software-suite	v10.2
ANY-maze	https://www.stoeltingco.com/any-maze-video-tracking-software-1224.html	v5
Imaris	https://imaris.oxinst.com/downloads	v9.2.1
Single-cell RNA-seq code availability	This Paper	https://github.com/aseveritt/Darbandi_TBR1_L5scRNAseq

How the deposited data were processed for this re-analysis (not part of the article)

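The data are 10X Chromium Single Cell 3′ v2 scRNA-seq libraries of FACS-sorted tdTomato-positive cells of the mPFC at P5, 1 library for each of *Tbr1* wild-type, *Tbr1 layer5* heterozygous and *Tbr1 layer5* homozygous mice. The authors made the deposited UMI counts with Cell Ranger 2.0.1 on mm10, and the per-library matrices hold these counts for every barcode without normalization. Per the file headers, the table of filtered cells and its list of UMIs and genes per cell hold raw counts of 17396 cells and 14933 genes, kept by the authors with limits on mitochondrial share (30%), UMIs (500 to 10000) and genes (500 to 3000). The mitochondrial, ribosomal and pseudogene columns of that list are deposited as a fraction of the UMIs of a cell, although their headers say percent. The table of 11943 neuronal cells that is named as raw counts was deposited as the natural log of 1 plus UMIs per 10000 UMIs of the cell, made by the authors with Seurat 2.3.4. Its values, transformed back, gave the raw UMIs of the filtered table. The last table, which the authors scaled and centered per gene after regression on mitochondrial share, UMIs and genes, holds a score per gene and cell and was read only to check its range.

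Cells were assigned to a library and to typical or atypical neuronal cells by the lists of the authors. Raw UMIs of the filtered table were summed per library over typical neuronal cells, 3670646 for wild-type, 10418228 for heterozygous and 6074494 for homozygous, and divided by the total to give CPM. Sums carry an exact Poisson 95% interval and ratios an exact conditional binomial interval, and both cover counting error only, since UMIs count molecules but do not measure how replicate libraries would differ. *Wnt7b*, with 96 UMIs in the wild-type library, shows the precision at low counts, as the interval of its homozygous over wild-type log2 ratio spans −0.94 to −0.12. With 1 library per genotype no test between genotypes, no p-value and no count of genes called as changed by a test was computed. The paper tested cells with MAST, and that test was not repeated, because cells of a library are not replicates of a genotype.

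The sign of each log2 ratio was compared with Tables S1 and S2. Ratios of both mutant libraries were correlated across the neuronal genes with a mean of at least 20 CPM and set beside 100 simulations of libraries without a genotype effect, since the wild-type library enters both ratios. Nearest neighbors were counted on 20 principal components after thinning every cell to 767 UMIs of the neuronal genes. The genes named in the text were taken from those the paper names for the scRNA-seq data or as downstream of *Tbr1*, the 5 with the largest rise and the 5 with the largest fall in both mutant libraries at a mean of at least 100 CPM, the 3 largest rises and 3 largest falls of Table S3, and a list of control genes. Marker genes of excitatory neurons, inhibitory neurons, astrocytes, oligodendrocyte lineage, microglia, endothelial and mural cells, meningeal fibroblasts, blood and cycling cells were listed in advance. Gene positions are those of GRCm38.

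Alternatives were another denominator of CPM (the neuronal genes), DESeq2 1.42.0 size factors, edgeR 4.0.16 TMM factors, mean raw UMIs per cell, the mean of UMIs per 10000 in each cell, inclusion of the atypical cells, thinning to 1000 UMIs, subtraction of the empty-droplet profile, cells with a Y-linked UMI and none of *Xist*, cells with *Xist* and no Y-linked UMI, and removal of the 5% of cells with the most UMIs in each library. The last stands in for a doublet filter, and no doublet caller was run. For the subtraction, the ambient share was set so that no hemoglobin remained in neurons, which gave 38.5% of the UMIs in the wild-type library, 14.4% in the heterozygous library and 20.2% in the homozygous library. Other non-neuronal genes allow at most 23.3% in the wild-type library (endothelial and mural genes), 8.12% in the heterozygous and 17.6% in the homozygous library (meningeal genes), so the share set by hemoglobin subtracts too much for the pooled sums of those genes. Some empty droplets are rich in such UMIs, and with levels taken from the share of droplets without one, the lowest ratio of typical cells to empty droplets was 0.228, 0.143 and 0.189 in the order wild-type, heterozygous and homozygous. Subtraction at the smaller shares that the pooled sums allow, 23.3, 8.12 and 17.6% in the same order, was added after the results were seen. It was run for the genes whose direction the first subtraction changed and for *Gm42418*. For the tests of depth, cells were matched in bins of 100 UMIs. Whether a value moved was read against its counting interval, for medians and the correlation from 200 Poisson redraws.

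The steps were tested on simulated data. With 200 changed genes among 4261, the sign was recovered for 200 in each comparison, and 95.8% and 95.9% of the intervals held the true ratio. In 3 simulated libraries of 1 profile the share of neighbors from the own library was 0.331, and it was 0.476 when 192 genes differed in 1 of them. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 and R 4.3.3 were used. ISH, ChIP-seq, synapse counts and electrophysiology were not analysed here.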

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

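The test of the Y-linked UMIs, the tests of *Nrgn* and the comparison of hemoglobin genes and *Ptgds* with empty droplets were chosen only after these results were seen, whereas the comparison of nearest neighbors of empty droplets was set earlier.

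UMIs of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which the paper does not discuss, are present in the wild-type and homozygous libraries and missing in the heterozygous library. Filtered cells hold 520 such UMIs in the wild-type library, or 40.1 per 1000000 UMIs, and 338 in the homozygous library, or 35.7. The heterozygous library has 0 among 14952890 UMIs, which at a limit of 3 UMIs allows up to 0.201 per 1000000, and its empty droplets have 0 as well against 195 and 267 in the others. *Xist* is present in each library, with 12414, 3717 and 2064 UMIs in the order wild-type, heterozygous and homozygous. A count of 0 is in line with different sexes among the pups behind the libraries, with no male among those of the heterozygous library. The design gives no sex, and a swapped sample was not tested, so no biological explanation was tested beyond this. How far sex bears on the differences between genotypes is taken up with the other observations.

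*Nrgn* differs between libraries in the contrast of atypical with typical neuronal cells. The log2 ratio was 0.19 in the heterozygous library, whereas *Nrgn* was lower in the atypical cells of the wild-type and homozygous libraries, at −1.80 and −1.33. With 1 library per genotype this difference between libraries was not tested against replicates. A difference in depth is argued against, since the heterozygous ratio was still above 0, with a median of 0.186 over 200 draws (range 0.0649 to 0.295) of 428 typical cells matched for UMIs to the 107 atypical cells. Ambient RNA as the whole source is argued against too, because the 2354 CPM of *Nrgn* in the heterozygous atypical cells is 1.80 times the 1307 CPM of the empty droplets of that library. In the wild-type library the atypical cells were at 485 CPM against 877 CPM in empty droplets, and in the homozygous library at 1082 against 1552 CPM. What stays open, and untested, is that the clusters set apart as atypical hold another mix of cells in the heterozygous library, that this library was handled differently, or that genotype matters.

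Barcodes with at least 100 and fewer than 500 UMIs, which the paper did not analyse and which are taken here as empty droplets, carry 14981358 UMIs in 44157 barcodes of the wild-type library, 8516230 UMIs in 40520 barcodes of the heterozygous library and 13693543 UMIs in 55787 barcodes of the homozygous library. The differences between libraries seen in neurons are also present in these empty droplets. Their share of nearest neighbors from the own library was 0.427 at 400 UMIs, 0.044 above that of typical neuronal cells at the same depth, a difference within the limit of 0.05 set for the test. This is in line with a difference carried by all RNA of a library. It does not separate genotype from handling, since free RNA comes from the same cells. For *Hbb-bs*, *Hba-a1*, *Hba-a2* and *Ptgds*, the direction of the difference from wild-type in neurons was that of the empty droplets in 8 of 8 comparisons. In neurons the log2 ratio of *Hbb-bs* was −2.25 in the homozygous and −2.91 in the heterozygous library, against −1.23 and −1.61 in empty droplets. For *Ptgds* it was −2.93 and −3.50 in neurons, against −2.07 and −1.43 in empty droplets. Free RNA of meningeal cells that differs between libraries may thus contribute to the change of *Ptgds*. Whether it is the whole source stays open. The fall was larger in neurons and the order of the mutant libraries was reversed, but the ambient share also differed between libraries. Set by hemoglobin, it was 38.5% in the wild-type, 14.4% in the heterozygous and 20.2% in the homozygous library. Free RNA alone could thus fall by unlike amounts in neurons and empty droplets, so these points do not decide. Subtraction at that share left no *Ptgds* UMIs in the wild-type library, but it exceeds what other non-neuronal genes allow.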

How the results depend on the processing

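The subtraction at smaller ambient shares and the random draws of cells were chosen after the results were seen, and the other alternatives below were not. No paired analysis was possible because each genotype has 1 library and nothing links a cell or animal of one library to one of another. For the same reason no replicate was left out.

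The tally of genes with the sign of Table S1 or Table S2 and the correlation between both mutant libraries kept their direction under each alternative that gave a value. The tally for Table S1 ranged from 338 of 465 in cells with *Xist* to 465 of 469 with DESeq2 or TMM factors, and that for Table S2 from 245 of 309 in cells with *Xist* to 309 of 309. The correlation was between 0.728 and 0.772, apart from 0.488 in cells with *Xist* and no Y-linked UMI and 0.884 at a mean of at least 100 CPM, a set with higher counts. The heterozygous library has no cells with a Y-linked UMI, so that alternative gives no heterozygous ratio and no correlation.

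Mean raw UMIs per cell lower each homozygous over wild-type ratio by the same amount, a shift of −0.42 on the log2 scale, and each heterozygous ratio by −0.09, because cells of the mutant libraries hold fewer UMIs. The median over neuronal genes turned to −0.33 (homozygous) and −0.017 (heterozygous). By this construction the homozygous ratios turned to −0.047 for *Gsk3b*, −0.18 for *Mef2c*, −0.30 for *Rac3*, −0.11 for *Syt4*, −0.0265 for *Mgst3*, −0.23 for *Dpysl2*, −0.16 for *Shank1*, −0.16 for *Neurod6* and −0.067 for *Cnih2*. Relative to that shift these genes keep the ratios given at the claims.

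Cells with *Xist* and no Y-linked UMI number 36 in the wild-type, 60 in the heterozygous and 27 in the homozygous library. The medians moved to 0.12 and 0.030. Homozygous ratios reversed to 0.27 for *Wnt7b*, 0.12 for *Ctnnb1*, −0.32 for *Rac3*, −0.24 for *Dpysl2*, −0.14 for *Rorb* and −0.73 for *Cux2*. Heterozygous ratios reversed to −0.44 for *Syt4*, −1.71 for *Rorb*, −0.33 for *Shank1*, 0.88 for *Shank2*, −0.14 for *Nrgn*, 0.29 for *Etv1* and −1.29 for *Cux2*. In the 42 wild-type and 151 homozygous cells with a Y-linked UMI and none of *Xist*, the median was 0.081, and *Neurod6* reversed to −0.36, *Cux2* to −0.50 and *Gm10260* to −0.089. As many typical cells drawn at random as the cells with *Xist* gave an r of 0.202 (homozygous) and 0.281 (heterozygous) with the ratios of all cells, against 0.217 and 0.311 for the cells with *Xist*, and the draw for the cells with a Y-linked UMI gave 0.322 against 0.341. The small number of cells thus accounts for the loss of agreement across genes, and these subsets say nothing about sex. The 16 reversed values rest on 1 to 258 UMIs per library, and 12 of the 95% intervals hold the ratio of all cells. The other 4 are the heterozygous values of *Rorb*, *Nrgn* and *Cux2* and the homozygous value of *Gm10260*. Values as far in that direction came up in 0.201, 2.20, 5.14 and 0% of the random draws that gave a ratio, in that order, so for *Gm10260* and *Rorb* the number of cells alone does not account for the value, and what else does was not tested.

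Subtraction of the empty-droplet profile moved the medians to 0.057 and 0.032 and reversed the heterozygous ratios of *Rorb* to −0.0505, *Shank1* to −0.071 and *Nrgn* to −0.0079. The ambient share set by hemoglobin is above what the pooled sums of other non-neuronal genes allow, and at the smaller shares these ratios were 0.072, 0.013 and 0.13, all above 0, so the reversals depend on the share. *Gm42418* moved from −1.79 to −0.79 in the homozygous and from −1.24 to −0.21 in the heterozygous comparison, and to −1.61 and −0.91 at the smaller shares. *Malat1* moved to −1.87 and −2.86 when atypical cells, which hold more of it, were included. Subtraction gave no ratio for *Malat1* or *Ptgds*, because it left none of their wild-type UMIs. The smaller shares were not run for them. With the neuronal genes as denominator the medians were 0.030 and 0.045, with TMM factors 0.077 and 0.076, and in the homozygous comparison 0.073 with DESeq2 factors, 0.076 with atypical cells included and 0.078 with cells thinned to 1000 UMIs. The cause was not tested for these, apart from the scaling factors, which shift every gene alike.

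The share of nearest neighbors from the own library moved to 0.628 without thinning, to 0.537 with 10 principal components and to 0.345 without the genes of Tables S1 and S2. A fall in the last case was built in, since those genes were picked from the same cells as different between genotypes. In the wild-type library, the atypical over typical log2 ratio as mean raw UMIs per cell moved to 0.13 for *Actb*, 0.54 for *Eef1a1*, 0.30 for *Tpt1* and 0.24 for the ribosomal protein genes, and thinned cells gave 0.12 for the latter. In the heterozygous library the ribosomal protein genes moved to 0.17 with mean raw UMIs. In the homozygous library mean raw UMIs gave 0.18 for *Actb* and 0.31 for the ribosomal protein genes, and thinned cells gave −1.19 for *Nrgn*, 0.053 for *Actb* and 0.24 for the ribosomal protein genes. The cause of the other moves was not tested. With the stated limits applied to all barcodes in place of the cells called first, 14054 wild-type barcodes passed, as the construction allows.

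Single-gene ratios, 88 for 44 genes, were computed under each alternative where the counts allowed. Of these values 700 stayed within the counting interval of the ratio, 179 moved outside it with the same sign or without a called sign, and 28 reversed. No value moved under DESeq2 factors, TMM factors or the mean of UMIs per 10000 in each cell, and none reversed when atypical cells were included, when the 5% of cells with the most UMIs were left out or when cells were thinned. Thinning leaves the expected CPM of a sum unchanged, so that the lack of reversals under it says nothing about stability. Depth limits the genes with few UMIs most. For *Wnt7b*, *Tbr1*, *Shank3* and *Smarcc2* a heterozygous difference from wild-type was not detectable.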

Differences from the paper's values

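The numbers of filtered, neuronal, typical and atypical cells and of filtered and neuronal genes that the paper states were found in the deposited tables. The cells called before filtering were not analysed here, and the mean of 992 genes per cell is that of the filtered cells, beside the 892 that the paper gives for its initial cells. The paper's fold changes come from MAST on raw UMI counts of cells, and the values here are ratios of library sums. No single scale turns the values of Tables S1 and S2 into those computed here. Across genes the paper's values followed the difference of mean ln(1 + UMIs per 10000) with a Pearson r of 0.956 and a slope of 3.27 for Table S1, and an r of 0.895 and a slope of 2.82 for Table S2. For the difference of mean log2(1 + raw UMIs) the r was 0.778 with a slope of 3.07 for Table S1 and 0.927 with a slope of 4.14 for Table S2, so the closest scale differs between the tables. They followed the log2 ratio of mean UMIs per 10000 with an r of 0.541 and 0.515. These comparisons of scale were chosen after the values were seen. The values below are therefore given as log2 ratios of CPM. A value was counted as different when its sign differed or when its distance from the paper's value exceeded the counting error of the main ratio. Of 23 fold changes that the tables give for genes the paper names, 17 differed, all with the same sign, and in 18 of 23 the paper's value was the larger in size. Since the scales are unlike, a gap closed by this rule does not show that both values measure the same.

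For *Kif1a* the paper's value is −2.20 against −0.62 here in homozygous neurons and −1.94 against −0.65 in heterozygous neurons. For *Calm2* the paper's values are 1.66 and 1.80 against 0.83 and 0.74, for *Mgst3* 0.97 and 1.18 against 0.39 and 0.35, and for *Cnih2* 0.89 and 1.23 against 0.35 and 0.35. *Map1b* has −0.75 and −1.06 in the paper's tables and −0.24 and −0.24 here (−0.242 and −0.235), and *Nrgn* has 2.24 and 0.69 in the paper's tables and 0.69 and 0.29 here. In homozygous neurons alone, the paper's value is 0.65 for *Mef2c* against 0.24, −0.38 for *Ap2s1* against −0.11 (−0.105) and 0.39 for *Dpysl2* against 0.19. None of the alternatives set before the data were examined brought any of these values to the paper's.

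For *Rorb* in homozygous neurons the paper's value is 0.26 and the value here 0.49. The alternatives set before the data were examined that close this gap are the neuronal genes as denominator (0.44), mean raw UMIs per cell (0.07), the mean of UMIs per 10000 in each cell (0.39), thinning to 1000 UMIs (0.44), subtraction of the empty-droplet profile (0.32) and removal of the 5% of cells with the most UMIs (0.38), and the others do not. For *Cux2* in homozygous neurons the paper's value is 0.17 and the value here 0.85. Mean raw UMIs per cell (0.43) is the one alternative that brings the difference within the counting error, which is wide for this gene.

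The paper gives 218 genes as occurring in both comparisons, whereas 223 genes are in both Table S1 and Table S2. The 5 that are not in Table S3 are *Cst3*, *Ubb* and *Uqcrq*, whose signs in the paper's tables are opposite, and *Atxn1* and *Dynlt1a*, which have no value in Table S2. The paper refers to Tables S1 and S2 for a reduction of *Wnt7b*, which is in neither table, and it was reduced here in homozygous neurons (−0.53) and not in heterozygous neurons (0.12). *Rac3* and *Syt4* are called DEX genes in the paper and are in neither table, with log2 ratios here of 0.12 and 0.31 in homozygous and 0.06 and 0.36 in heterozygous neurons. The paper describes atypical cells as low in *Nrgn* and high in housekeeping genes, while here *Nrgn* was higher by 0.19 in the atypical cells of the heterozygous library. *Gapdh* was lower in atypical cells of the heterozygous (−0.34) and homozygous (−0.18) libraries, and its wild-type ratio of −0.10 (95% interval −0.21 to 0.02) was not distinguishable from 0. *Actb* was lower in the heterozygous library (−0.27), higher in the homozygous library (0.12) and not detectably different in the wild-type library (0.02). *Eef1a1*, *Tpt1* and the ribosomal protein genes were higher in each library.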

Other observations

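The distance between libraries drawn to the same number of UMIs, the cells matched for UMIs, the comparison of non-neuronal genes with empty droplets, the test of cytoplasm without RNA of other cells, the summed measure of early-response genes, the comparisons at a mean of at least 100 CPM, the sums of ribosomal and mitochondrial genes and the list of genes raised in atypical cells were chosen only after the results were seen. The other tests in this part were set earlier.

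Both mutant libraries differ from the wild-type library in the same direction across neuronal genes, and the tests argue against several single sources of this. Depth of the cells is argued against, since 1524 cells per library matched for UMIs, with a median of 1883 UMIs in the wild-type and 1884.5 in the homozygous library, gave homozygous ratios with a slope of 1.01 on those of all cells. The test set for depth, thinning, leaves the expected CPM of a sum as it is and so decides nothing. Sex as the whole source is argued against. By the Y-linked UMIs of all filtered cells the homozygous library resembles the wild-type library, and the heterozygous library stands apart. In typical neuronal cells the wild-type library lay between the others, with *Eif2s3y* at 5.99 CPM against 14.8 in the homozygous and 0 in the heterozygous library. Either way, sex would place the homozygous library nearer to the wild-type one than to the heterozygous one. *Xist* is lower in both mutant libraries. If its CPM followed sex alone, the heterozygous library, without Y-linked UMIs, would hold the most. It was at 828 CPM in the other filtered cells against 1399 CPM in the wild-type library. *Malat1* was also lower in these cells of both mutant libraries, so a difference in nuclear RNA may bear on the level of *Xist*. That was not tested, and sex was read here from the Y-linked UMIs only. With all libraries drawn to 3670646 UMIs, the median absolute log2 ratio over genes was 0.183 between the homozygous and wild-type libraries and 0.120 between the homozygous and heterozygous libraries, a ratio of 1.53 (1.45 to 1.61 in 95% of 200 redraws of genes). The test set for sex used cells with *Xist* and had too few cells to decide, and 1 Y-linked UMI in a typical cell does not show its sex, because such UMIs are also in empty droplets. For early-response genes the measure set was the number of 6 genes that move alike, and 3 moved in the same direction in both mutant libraries, 2 of them up. Several have few UMIs, so their summed UMIs were compared as well, and the log2 ratio was −0.0307 (95% interval −0.29 to 0.23) in the homozygous and 0.14 (−0.10 to 0.37) in the heterozygous library. This argues against a strong induction in one group of libraries, and a rise within these intervals is not excluded. A difference graded by the dose of *Tbr1* is argued against, because the heterozygous library lay between the others for 39.1% of genes and the homozygous library for 43.1%. An effect that the loss of 1 copy brings in full is not excluded.

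Ambient RNA, a difference that acts on every cell type, more nuclear RNA in wild-type cells, loss of long transcripts in the mutant libraries and a library batch stay open for the same pattern. After subtraction of the empty-droplet profile the spread of the homozygous ratios was 1.34 times that before. Subtraction also adds noise, the share subtracted in the wild-type library is above what other non-neuronal genes allow, and the empty droplets follow the same differences, so the share of the pattern that free RNA may carry cannot be told apart from that of the cells. In filtered cells with astrocyte markers the homozygous ratios followed those of neurons with an r of 0.41, between the limits of 0.2 and 0.5 set for this test. For genes with a mean of at least 100 CPM this r was 0.619 for the homozygous and 0.60 for the heterozygous ratios, against 0.850 and 0.899 in typical neuronal cells drawn to the same number of UMIs. Free RNA of neurons in the astrocyte droplets could raise these values. For nuclear RNA, the differences between wild-type cells with little and much *Malat1* followed the homozygous ratios with an r of 0.113, between the limits of 0.1 and 0.3 set for the test. *Malat1*, *Xist* and *Meg3* were lower in both mutant libraries, whereas of 38 noncoding genes 18 were lower in the homozygous and 19 in the heterozygous library. For loss of long transcripts, the homozygous ratios had a Spearman rho of −0.119 with transcript length and the heterozygous ratios one of −0.104, the direction of such a loss but weaker than the limit of −0.3 set for the test. In astrocyte-marker cells rho was −0.108 and −0.118. For genes with a mean of at least 100 CPM it was 0.0782 and 0.122 in neurons and −0.124 and −0.120 in astrocyte-marker cells, so the sets go both ways. With 1 library per genotype a batch cannot be told apart from genotype. Deletion of *Tbr1*, the biological difference of the design, stays among the open explanations.

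Typical neuronal cells hold little *Malat1* and *Xist* and carry glial RNA. *Malat1* was at 1130, 348 and 594 CPM in typical neuronal cells of the wild-type, heterozygous and homozygous libraries, against 33113, 14926 and 26359 CPM in the other filtered cells and 3187, 1932 and 1909 CPM in empty droplets. *Xist* was at 18.8, 8.06 and 5.93 CPM against 1399, 828 and 752 CPM in the other filtered cells. The sum of *Fabp7*, *Apoe*, *Aldoc* and *Slc1a3* was 1.01, 0.875 and 0.941 times that in the empty droplets of the same library. For the listed excitatory genes this ratio was 1.88, 1.56 and 1.73, for blood 0.388, 0.145 and 0.203, for endothelial and mural cells 0.233, 0.131 and 0.185, for microglia 0.312, 0.107 and 0.227 and for meningeal fibroblasts 0.312, 0.0812 and 0.176. Whether the droplets hold neuronal cytoplasm without nuclei cannot be told apart from the other explanations. The astrocyte genes were at 0.966 times the level of the empty droplets or higher in each library, but this measures the glial RNA of the pattern again and decides nothing. Glial cells misassigned to the neurons are argued against, because at 1000 UMIs per cell at most 3.80% of the typical cells of a library (19 of 500, exact 95% interval 2.30 to 5.87%) had 2 or fewer UMIs of *Fabp7*, *Apoe*, *Aldoc* and *Slc1a3*, so that the glial UMIs are spread over nearly all cells. Their variance was 2.76 to 3.25 times the mean, between the limits of 2 and 5 set for the test. Droplets that hold mostly ambient RNA are argued against, since the blood, endothelial, microglial and meningeal genes would then lie at 0.5 or more of their level in empty droplets. Some empty droplets are rich in these UMIs, so the levels were also taken from the share of droplets without such a UMI, and the ratios were then 0.143 to 0.343 over 12 comparisons, with an upper 95% limit of 0.406 or less. A smaller share of ambient RNA is not excluded. The test set for this compared single droplets with the empty-droplet profile, and by its limits it goes the other way. The highest share of typical cells beyond the 99th percentile of droplets simulated from that profile was 26.6% (133 of 500, exact 95% interval 22.8 to 30.7%), in the wild-type library, against 93.0% of the other filtered cells of that library. At 400 UMIs it was 16.4, 7.40 and 13% of typical cells against 11.2, 18.2 and 17% of empty droplets left out of the profile. The profile holds RNA of the neurons themselves, so a neuronal cell can lie near it. A mix of neuronal and other cytoplasm was not tested and stays open. No biological explanation was tested.

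Ribosomal protein genes took 21.7% of the UMIs of typical neuronal cells in the wild-type library, 15.9% in the heterozygous library and 16.95% in the homozygous library, and 22.7, 15.8 and 17.8% in empty droplets. Their log2 ratio over wild-type was −0.35 in the homozygous and −0.45 in the heterozygous library and stayed below 0 under each alternative run. The 13 mitochondrial genes took 10.7, 15.7 and 12.8% in typical cells and 12.2, 16.4 and 14.0% in empty droplets. Their log2 ratio was 0.26 and 0.56, and the homozygous value flipped to −0.16 with mean raw UMIs per cell. Each share rests on all UMIs of a group of cells in 1 library, and library-to-library variation was not measured.

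Genes that were more than 2-fold higher in the atypical than in the typical cells of each library, and that reached 300 CPM in the atypical cells of at least 1, include *Xist*, *Gng7*, *Arpp21*, *Meg3*, *Zbtb20* and *Malat1*. The log2 ratio of *Arpp21* was 2.52 (95% interval 2.33 to 2.71), 3.27 (3.03 to 3.50) and 3.35 (3.20 to 3.50) in the wild-type, heterozygous and homozygous libraries, that of *Gng7* was 1.97, 3.09 and 2.45, and that of *Malat1* was 3.55, 3.33 and 2.16. No explanation of these differences was tested.

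Filtered cells outside the neuronal table were sorted by the list of which they held most marker UMIs. In the order wild-type, heterozygous and homozygous, 243, 532 and 258 cells held most UMIs of excitatory genes, 365, 73 and 69 of inhibitory genes, 681, 208 and 200 of astrocyte genes, 280, 56 and 72 of the oligodendrocyte lineage, 203, 157 and 92 of microglia, 361, 110 and 174 of endothelial and mural cells, 127, 24 and 32 of meningeal fibroblasts, 51, 14 and 17 of blood, and 136, 14 and 17 of cycling cells. Such counts include free RNA, and *Slc1a3* and *Aldoc* stand in both the astrocyte list and the group of 4 glial genes.

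Other genes that the paper names had too few UMIs or no claim on these libraries. *Neurod6* had a log2 ratio over wild-type of 0.26 (95% interval 0.13 to 0.39) in homozygous and 0.29 (0.17 to 0.41) in heterozygous neurons. *Nr4a2* had 1.23 (0.07 to 2.56) and 2.08 (1.04 to 3.33), from 8 UMIs in the wild-type library. *Foxp2* had 0.27 (−0.45 to 1.03) and −0.42 (−1.13 to 0.33), and *Cyp26b1* had −0.23 (−0.73 to 0.27) and −0.33 (−0.79 to 0.14). At a mean of at least 100 CPM, simulated libraries without a genotype effect gave a correlation between both mutant ratios of 0.68 with counting noise alone and 0.513 with independent offsets.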
